# Transitions in cell potency during early mouse development are driven by Notch

**DOI:** 10.7554/eLife.42930

**Published:** 2019-04-08

**Authors:** Sergio Menchero, Isabel Rollan, Antonio Lopez-Izquierdo, Maria Jose Andreu, Julio Sainz de Aja, Minjung Kang, Javier Adan, Rui Benedito, Teresa Rayon, Anna-Katerina Hadjantonakis, Miguel Manzanares

**Keywords:** preimplantation development, morula, trophectoderm, notch, Cdx2, Mouse

## Abstract

The Notch signalling pathway plays fundamental roles in diverse developmental processes in metazoans, where it is important in driving cell fate and directing differentiation of various cell types. However, we still have limited knowledge about the role of Notch in early preimplantation stages of mammalian development, or how it interacts with other signalling pathways active at these stages such as Hippo. By using genetic and pharmacological tools in vivo, together with image analysis of single embryos and pluripotent cell culture, we have found that Notch is active from the 4-cell stage. Transcriptomic analysis in single morula identified novel Notch targets, such as early naïve pluripotency markers or transcriptional repressors such as TLE4. Our results reveal a previously undescribed role for Notch in driving transitions during the gradual loss of potency that takes place in the early mouse embryo prior to the first lineage decisions.

## eLife digest

We start life as a single cell, which immediately begins to divide to form an embryo that will eventually contain all the different kinds of cells found in the adult body. During the first few rounds of cell division, embryonic cells can become any type of adult cells, but also form the placenta, the organ that sustains the embryo while in the womb. As cells keep on dividing, they lose this ability, called potency, and they take on more specific and inflexible roles.

The first choice embryonic cells must make is whether to become part of the placenta or part of the future body. These types of decisions are controlled by molecular cascades known as signalling pathways, which relay information from the cells surface to its control centre. There, specific genes get turned on or off in response to an outside signal.

Previous research showed that two signalling pathways, Hippo and Notch, help separate placenta cells from those that will form the rest of the body. However, it was not known whether the two pathways worked independently, or if they were overlapping. Menchero et al. therefore wanted to find out when exactly the Notch pathway started to be active, and examine how it helped cells to either become the placenta or part of the future body.

Experiments with developing mouse embryos showed that the Notch pathway was activated after the very first two cell divisions, when the embryo consists of only four cells. Genetic manipulations combined with drug treatments that changed the activity of the Notch pathway confirmed that Notch and Hippo acted independently at this stage. Further, larger-scale analysis of gene activity in these embryos also revealed that Notch signalling was working in a previously unknown way: it turned off the genes that maintain potency, pushing the cells to become more specialised.

Ultimately, identifying this new mode of action for the Notch pathway in the early embryo may help to understand how the signalling cascade acts in other types of processes. This knowledge could be useful, for example, to push embryonic cells grown in the laboratory towards a desired fate.

## Introduction

The totipotent mammalian zygote has the self-organising capacity of generating embryonic and extraembryonic structures to build a complete organism (Wennekamp et al., 2013). This undifferentiated cell will proliferate and its descendants will take lineage decisions that entail a progressive loss of potency. The first differentiation event that leads to distinct lineages takes place during preimplantation development at the morula to blastocyst transition, resulting in the formation of the trophectoderm (TE, extraembryonic population) and the inner cell mass (ICM, that gives raise to the embryonic population and the extraembryonic yolk sac endoderm). How the establishment of these early lineages is achieved has been widely studied and we now know that a combination of morphogenetic cues breaks the symmetry in the embryo (Cockburn and Rossant, 2010; Menchero et al., 2018; Sasaki, 2015). The first morphological sign of differentiation is evident in the compacting morula, 2.5 days after fertilization (embryonic day E2.5), when blastomeres increase their intercellular interactions and outer cells acquire an apical-basal polarity. These polarized cells on the surface enclose an inner group of apolar cells (Johnson and Ziomek, 1981; Ziomek and Johnson, 1980). The outer versus inner position of the blastomeres correlates with their fate, becoming TE or ICM respectively, although cells can change their position within the embryo (Anani et al., 2014; Tarkowski and Wróblewska, 1967; Watanabe et al., 2014). Prior to compaction, blastomeres appear morphologically equivalent. However, transcriptional differences among blastomeres have been described as early as in the 4 cell embryo (Burton et al., 2013; Goolam et al., 2016; Torres-Padilla et al., 2007). Although cells at this stage are not committed to a specific fate, these early heterogeneities correlate with specific fate biases before lineage commitment. However, how these early heterogeneities arise and their implications in cell plasticity are still unclear (Chen et al., 2018).

Once the embryo compacts, differences in cell membrane contractility and the activity of signalling pathways orchestrate the lineage-commitment of cell populations (Kono et al., 2014; Korotkevich et al., 2017; Maître et al., 2016; Mihajlović and Bruce, 2016; Nishioka et al., 2009; Nissen et al., 2017; Rayon et al., 2014). The initial stochastic expression of the main lineage-specific transcription factors (such as CDX2 or GATA3 for the TE, and OCT4 or NANOG for the ICM) is gradually restricted to their definitive domains (Dietrich and Hiiragi, 2007; Posfai et al., 2017). The Hippo pathway has been shown to act as a readout of cell polarity and therefore, differential intercellular distribution of its components and thus differential activity in polar or apolar cells, will dictate fate (Cockburn et al., 2013; Hirate et al., 2013; Leung and Zernicka-Goetz, 2013; Wicklow et al., 2014). In outer cells, the pathway is switched off and the transcriptional coactivator YAP is translocated to the nucleus where it will interact with TEAD4, the effector of the pathway, to promote the expression of key TE genes such as *Cdx2* and *Gata3* (Nishioka et al., 2009; Ralston et al., 2010). We have previously shown that Notch signalling also has a role in the regulation of *Cdx2*. It is specifically active in the TE, where the intracellular domain of the Notch receptor (NICD) is translocated into the nucleus where it binds to the transcription factor RBPJ to promote target gene expression. Both Notch and Hippo converge on the TEE, an enhancer upstream of *Cdx2* (Rayon et al., 2014). YAP/TEAD and NICD/RBPJ transcriptional complexes interact with the chromatin modifier SBNO1 to favour the induction of *Cdx2* (Watanabe et al., 2017).

Nevertheless, we still do not understand how these two signalling pathways interact to regulate *Cdx2* in the embryo, if there is crosstalk between them, if they are acting in parallel during development or otherwise. Furthermore, Notch signalling could have other unexplored roles at early stages of mouse development. In this study, we show that Hippo and Notch pathways are largely independent, but that Notch is active earlier, before compaction, and that differences in Notch levels contribute to cell fate acquisition in the blastocyst. Single-embryo RNA-seq points at repressors that block early naïve pluripotency markers as Notch targets. We propose that Notch coordinates the triggering of initial differentiation events within the embryo and regulates the early specification of the trophectoderm.

## Results

### CDX2 expression in the morula is dependent on the Notch and Hippo signalling pathways

Previously, we have described how Notch and Hippo pathways converge to regulate *Cdx2* expression, and that different allelic combinations for *Rbpj* and *Tead4* lead to a significantly reduced expression of CDX2 (Rayon et al., 2014). Notably, we failed to recover double mutant embryos at the blastocyst stage (E3.5), suggesting that the lack of both factors caused lethality before the blastocyst stage. We therefore decided to investigate embryos at the earlier morula stage (E2.5), where we recovered double mutant embryos at Mendelian ratios (Figure 1—figure supplement 1A). CDX2 levels were apparently lower in *Rbpj^-/-^;Tead4^+/-^* and *Rbpj^+/-^;Tead4^-/-^* morulae, as previously observed in blastocysts (Rayon et al., 2014). Interestingly, this effect was exacerbated in double mutant embryos (*Rbpj^-/-^;Tead4^-/-^*) in which we did not detect any CDX2 expression in all embryos of this genotype analysed (Figure 1A, Figure 1—figure supplement 1B).

**Figure 1.**
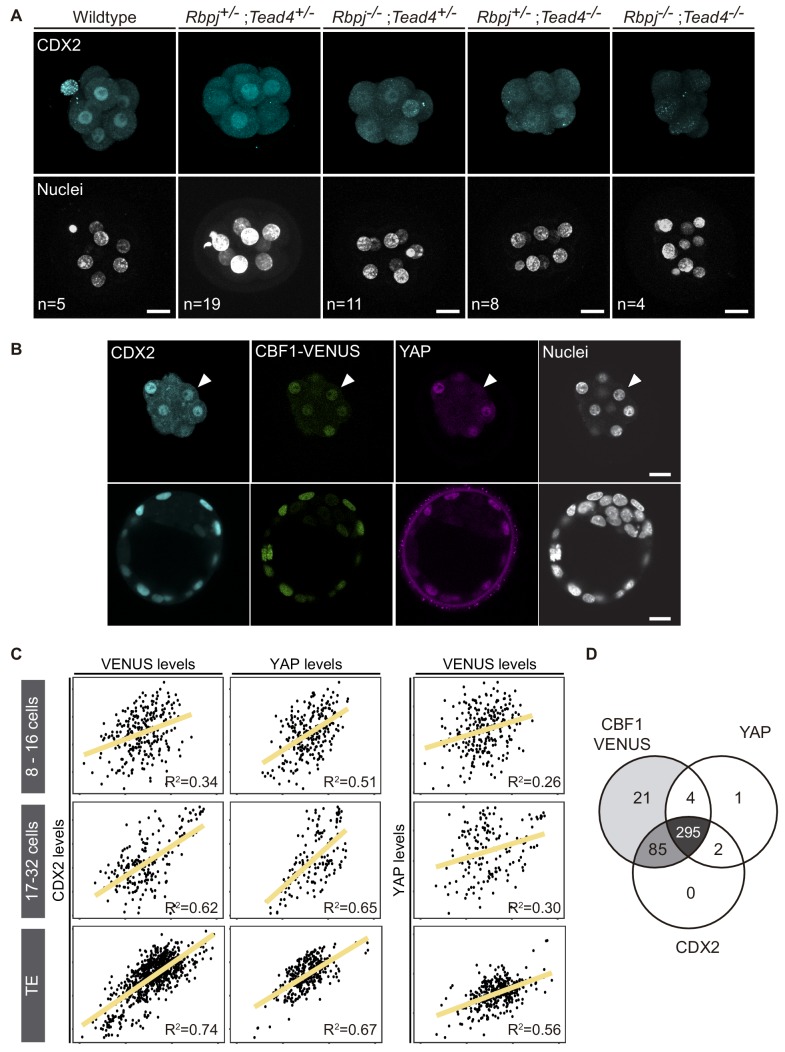
CDX2 expression depends on Notch and Hippo inputs. (**A**) Maximal projections of confocal images after immunostaining for CDX2 in different combinations of wildtype and mutant alleles for *Rbpj* and *Tead4* at E2.5. Nuclei were stained with DAPI. Number of embryos (n) is indicated. Scale bars, 20 μm. (**B**) Optical sections of confocal images after immunostaining for CDX2 and YAP in the CBF1-VENUS reporter line at morula (upper row) and blastocyst (lower row) stage. Fluorescent VENUS reporter is directly detected. Arrowheads indicate a cell positive for CDX2 and VENUS, but negative for nuclear YAP. Nuclei were stained with DAPI. Scale bars, 20 μm. (**C**) Pairwise correlations of single cell fluorescence intensity levels for CDX2, VENUS and YAP from embryos at early morula (8–16 cells, upper row), late morula (17–32 cells, middle row) and blastocyst (lower row) stage. n = 277 blastomeres from 21 embryos (8–16 cell morulae); n = 211 blastomeres from 12 embryos (17–32 cell morulae); n = 428 blastomeres from six embryos (blastocysts). Person correlation (**R^2^**) is indicated for each correlation. (**D**) Venn diagram showing number of positive cells for CBF1-VENUS, YAP and CDX2 at morula stage. n = 415 blastomeres from 28 morulae.

**Figure 1—figure supplement 1.**
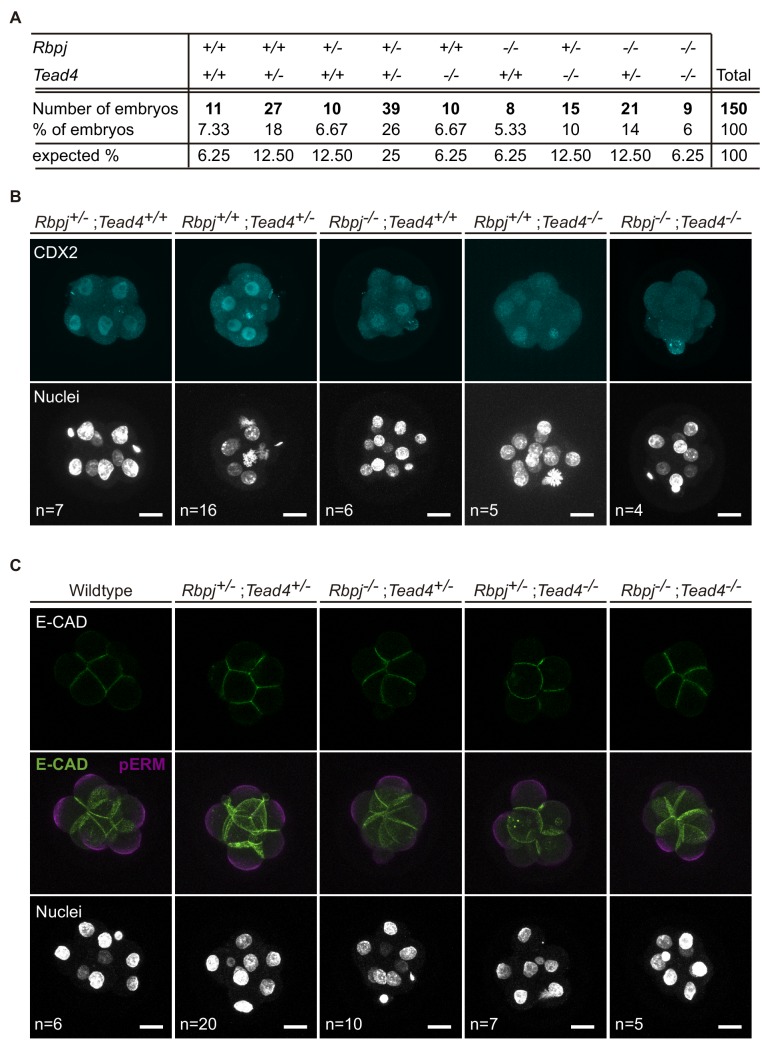
Lack of *Rbpj* and *Tead4* does not affect compaction or polarization. (**A**) Distribution (in %) of E2.5 embryos for the different allelic combinations of *Rbpj* and *Tead4*, compared with the expected distribution. (**B**) Maximal projections of confocal images after immunostaining for CDX2 in different combinations of wildtype and mutant alleles for *Rbpj* and *Tead4* at E2.5. Nuclei were stained with DAPI. Number of embryos (**n**) is indicated. Scale bars, 20 μm. (**C**) Single confocal plane for E-cadherin immunostaining (top row), and maximal projections of confocal images after immunostaining for E-Cadherin and pERM (middle row) in different combinations of wildtype and mutant alleles for *Rbpj* and *Tead4* at E2.5. Nuclei were stained with DAPI. Number of embryos (**n**) is indicated. Scale bars, 20 μm.

**Figure 1—figure supplement 2.**
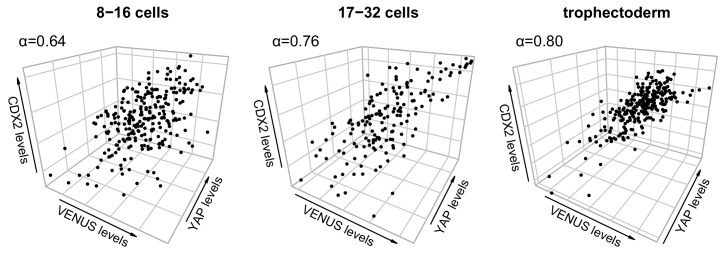
Combinatorial input from Notch and Hippo progressively accounts for CDX2 levels from morula to blastocyst. Three-way correlations of single cell fluorescence intensity levels for CDX2, VENUS and YAP from embryos at early morula (8–16 cells, left), late morula (17–32 cells, middle) and blastocyst (right) stage. Cronbach Alpha (α) to measure internal consistency reliability among the three variables is indicated. n = 252 blastomeres from 19 embryos (8–16 cell morulae); n = 163 blastomeres from nine embryos (17–32 morulae); n = 264 blastomeres from six embryos (blastocysts).

**Figure 1—figure supplement 3.**
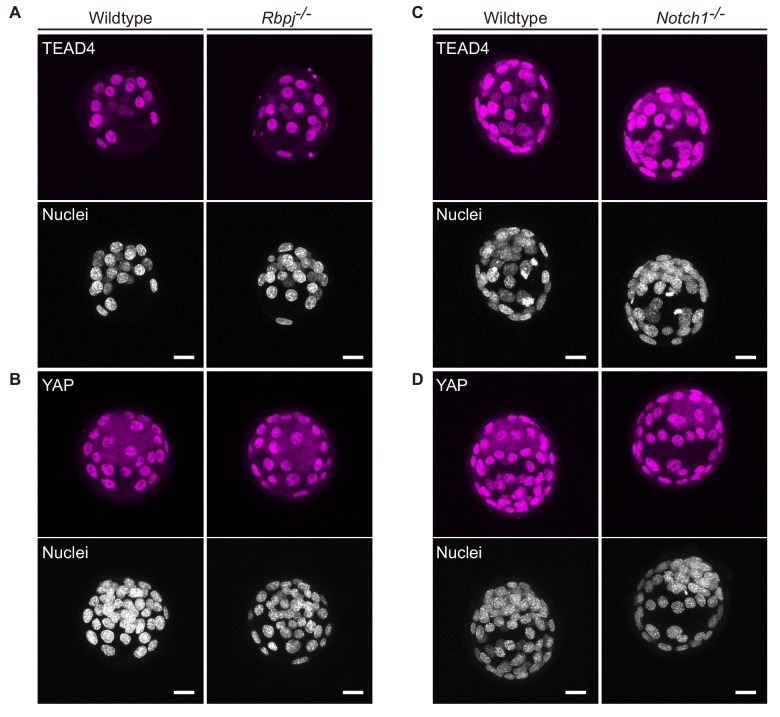
Hippo components are not affected in Notch loss of function mutant blastocysts. (**A–B**) Maximal projections of confocal images after immunostaining for TEAD4 (**A**) or YAP (**B**) in wildtype (n = 7) and *Rbpj^-/-^* embryos (n = 4). (**C–D**) Maximal projections of confocal images after immunostaining for TEAD4 (**C**) or YAP (**D**) in wildtype (C, n = 7; D, n = 11) and *Notch1^-/-^* (C, n = 13; D, n = 7) embryos.

**Figure 1—figure supplement 4.**
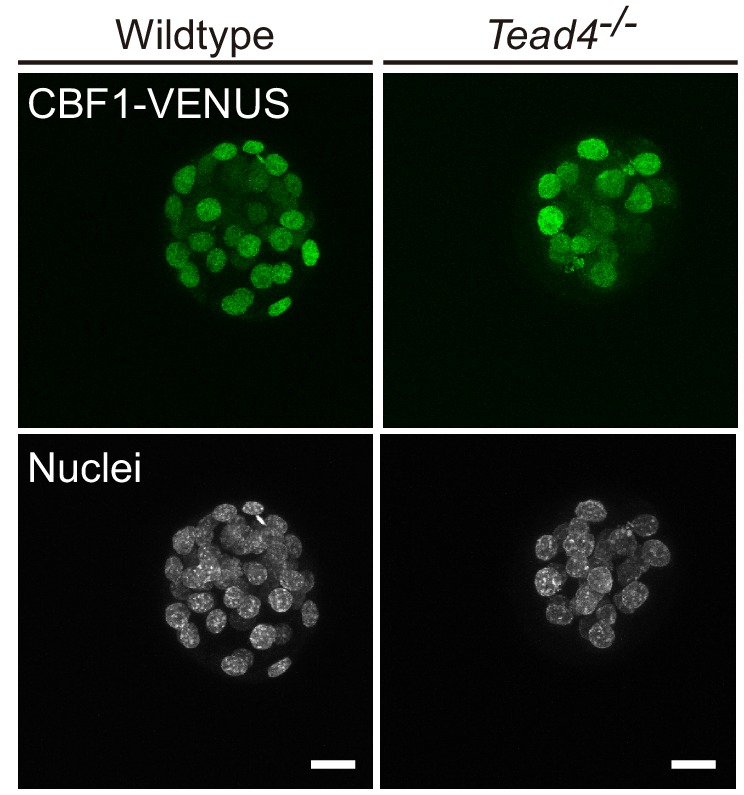
CBF1-VENUS expression is maintained in *Tead4* mutants. Maximal projections of confocal images of the CBF1-VENUS line in wildtype and *Tead4^-/-^* embryos (n = 7).

Compaction of blastomeres and polarization of outer cells are critical morphological events that take place at the morula stage and are linked to the onset of CDX2 expression (Ralston and Rossant, 2008; Wu et al., 2010). We therefore decided to investigate if these processes were affected in double mutant morulae. We examined the expression of E-cadherin and phospho-ERM, as markers of cell-cell adhesion and apical polarity. No differences in the distribution or intensity of these markers was observed in any of the allelic combinations examined, including double mutants for *Rbpj* and *Tead4* (Figure 1—figure supplement 1C). Therefore, disruption of Notch and Hippo signalling does not alter cellular and morphological events prior to lineage specification, but does result in a dramatic downregulation of *Cdx2* at this stage.

To better understand the contributions of each of the Notch and Hippo pathways to CDX2 expression, we performed correlations in single cells between Notch, YAP and CDX2. We used a transgenic mouse line carrying CBF1-VENUS as a reporter of Notch activity (Nowotschin et al., 2013), and we performed immunostaining to detect YAP and CDX2 in morulae and blastocysts from that reporter line. In the blastocyst, the three markers were restricted to nuclei of the TE, while in the morula their expression was more heterogeneous (Figure 1B). Nuclear YAP was detected preferentially in outer cells, presumably polarized blastomeres, whereas CBF1-VENUS and CDX2 were detected in both inner and outer cells of the morula. We quantified nuclear intensity levels using a Matlab based segmentation tool, MINS (Lou et al., 2014), and found that CBF1-VENUS and YAP both correlated positively with CDX2 at early morula (8–16 cells), late morula (17–32 cells) and blastocyst stages (Figure 1C). This correlation was low in the earliest embryos but gradually increased. Interestingly, there was no correlation between CBF1-VENUS and YAP in the early or late morula, suggesting that the two pathways are activated independently at this stage (Figure 1C). By the blastocyst stage, these markers did show a positive correlation, albeit weaker than the correlation of either marker with CDX2 (Figure 1C). If all three components were taken into account simultaneously, the coefficient of correlation increases in early and late morulae and blastocyst (Figure 1—figure supplement 2), indicating that the combination of Notch and Hippo pathways better accounted for CDX2 levels than any of them individually.

In most cases, individual nuclei from morulae were positive for the three markers. However, we did find a few cases in which nuclei were positive for CBF1-VENUS and CDX2 but negative for YAP (Figure 1B, arrowhead). We therefore analysed all morulae to determine the distribution of cells positive for each combination of markers. We found that Notch was active in most of the cells at this stage and that the majority of blastomeres were positive for all three of the markers (295 blastomeres, 72.3%; Figure 1D). Another noteworthy population was represented by cells that were only positive for CBF1-VENUS and CDX2 (85 blastomeres, 20.8%). However, we rarely found cells expressing YAP and CDX2 but not CBF1-VENUS at the morula stage (Figure 1D). Together, this set of experiments shows that Notch and Hippo correlate with CDX2 expression at the morula stage, and suggests that they could be acting independently from each other in its regulation.

### Absence of crosstalk between the Notch and Hippo signalling pathways in the early mouse embryo

The correlation analysis between CBF1-VENUS and YAP expressing blastomeres indicated possible independent roles for Notch and Hippo in the regulation of CDX2 expression (Figure 1C). Furthermore, our previous results showed how these two pathways acted in parallel to transcriptionally regulate *Cdx2* through a distal enhancer element (Rayon et al., 2014). To further study the interaction between these pathways, we examined TEAD4 and YAP expression in *Rbpj^-/-^* (Figure 1—figure supplement 3A,B) and *Notch1^-/-^* (Figure 1—figure supplement 3C,D) blastocysts. We did not detect any differences in levels or pattern of expression of TEAD4 and YAP either in *Rbpj^-/-^* or in *Notch1^-/-^* embryos as compared to wildtype embryos. We also studied the reverse situation, crossing the CBF1-VENUS mouse line as a reporter of Notch pathway activity into the *Tead4* null background. We detected VENUS fluorescent protein in both wildtype and *Tead4^-/-^* embryos (Figure 1—figure supplement 4). Interestingly, CBF1-VENUS expression was maintained in outer cells although the *Tead4^-/-^* embryos do not form a proper blastocyst (Nishioka et al., 2008), in line with previous results showing that some degree of outer identity still is present in *Tead4^-/-^* embryos (Yagi et al., 2007; Nishioka et al., 2008; Frum et al., 2018). These results confirm that Notch is not required for proper deployment of the transcriptional effectors of the Hippo pathway, and vice versa, that activation of the Notch pathway can occur in embryos deleted for *Tead4*, one of these effectors.

### Notch regulates the onset of *Cdx2* expression

To better understand how parallel signalling pathways drive *Cdx2* expression, we determined if the temporal expression of *Cdx2* was regulated differentially by Notch and Hippo. To do so, we took advantage of pharmacological compounds that allow inhibition of these pathways in a time-controlled manner. We used RO4929097 (RO) to inhibit the Notch pathway (Münch et al., 2013) and Verteporfin to block the YAP-TEAD4 interaction (Liu-Chittenden et al., 2012). We treated wildtype embryos in two different time-windows: from the two-cell up to morula stage, and from morula to blastocyst. As a control, we treated embryos with DMSO, the solvent used for diluting both inhibitors. This was important, as high doses of DMSO result in embryo lethality, what also limits the concentration of inhibitors to be used. We confirmed that treatment with RO in both time-windows was affecting Notch signalling as expected, as it visibly reduced CBF-VENUS activity in embryos (Figure 2—figure supplement 1A,B). Efficacy of Verteporfin in interfering with YAP-TEAD4 activity was inferred by its effect on known targets, as we have previously shown in blastocyst for *Cdx2* (Rayon et al., 2014). After treatment, gene expression in embryos was analysed by RT-qPCR. In the early time window, from two-cell to morula, we observed that *Cdx2* was downregulated when Notch was inhibited, while there was no change when Hippo pathway activity was altered (Figure 2A). Interestingly, the opposite was found when we modulated the pathways from the morula onwards. *Cdx2* expression was only affected when YAP-TEAD4 activity was blocked (Figure 2B). These results show that, although both pathways cooperate in the regulation of *Cdx2*, they act sequentially to regulate *Cdx2* levels in a stage specific manner rather than being redundant. Interestingly, *Gata3*, a known target of YAP-TEAD4 independent of *Cdx2* (Ralston et al., 2010) is downregulated by Verteporfin in embryos treated from the two-cell to morula stage (Figure 1A). This suggests that certainly Hippo signalling acts differently on its various targets, as are *Cdx2* or *Gata3. Oct4* and *Nanog* were not significantly changed after Notch or YAP inhibition in any of the time windows.

**Figure 2.**
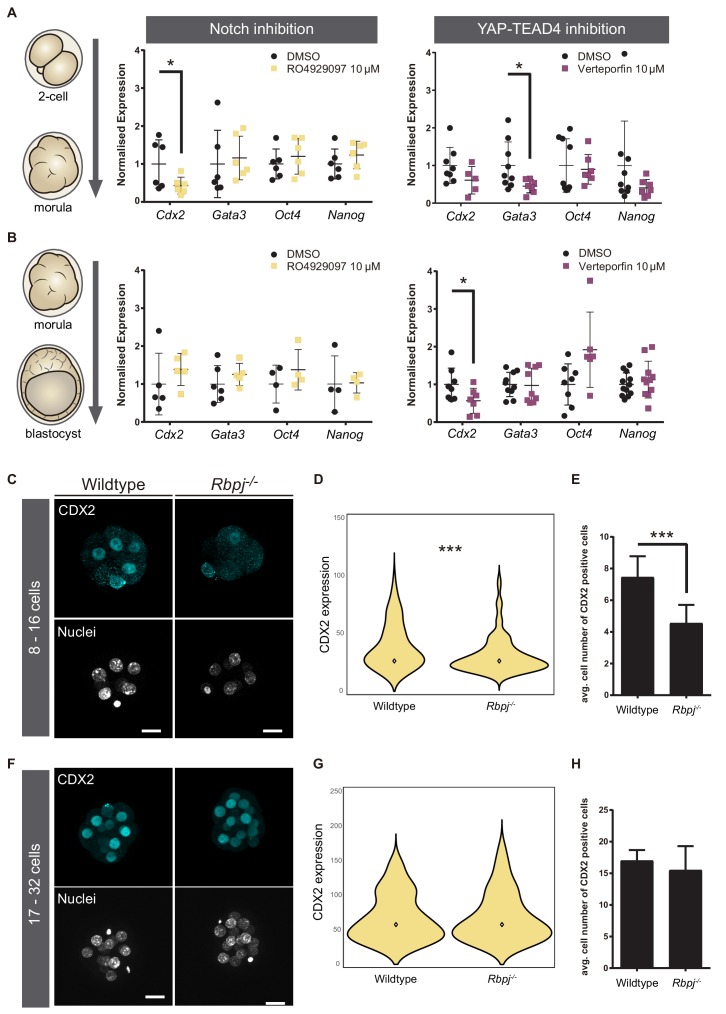
Notch regulates CDX2 in the early morula. (**A–B**) Normalised expression of *Cdx2*, *Gata3*, *Oct4* and *Nanog* in pools of 25 embryos treated with RO4929097 to inhibit Notch (left) or with Verteporfin to inhibit YAP/TEAD interaction (right), from the 2 cell to morula stage (A; Notch inhibition, n = 6); YAP/TEAD inhibition, n = 6–9) or from morula to blastocyst stage (B; Notch inhibition, n = 4–6; YAP/TEAD inhibition, n = 6–11). n represents number of unique pools of 25 embryos. Pools of embryos treated with DMSO were used as controls. * p-value<0.05 by Student’s t test. (**C**) Maximal projections of confocal images after immunostaining of CDX2 in wildtype and *Rbpj^-/-^* early morulae. (**D**) Violin plots of CDX2 intensity levels and (**E**) quantification of number of CDX2 positive cells in wildtype and *Rbpj^-/-^* early morulae (n = 11 embryos). (**F**) Maximal projections of confocal images after immunostaining of CDX2 in wildtype and *Rbpj^-/-^* late morulae. (**G**) Violin plots of CDX2 intensity levels and (**H**) quantification of number of CDX2 positive cells in wildtype and *Rbpj^-/-^* late morulae (wildtype, n = 4 embryos; *Rbpj^-/-^*, n = 5 embryos). Nuclei were stained with DAPI. Scale bar, 20 μm. Data are means ± s.d. ***p<0.001 by Student’s t test (**D**) or by Fisher’s exact test (**E**).

**Figure 2—figure supplement 1.**
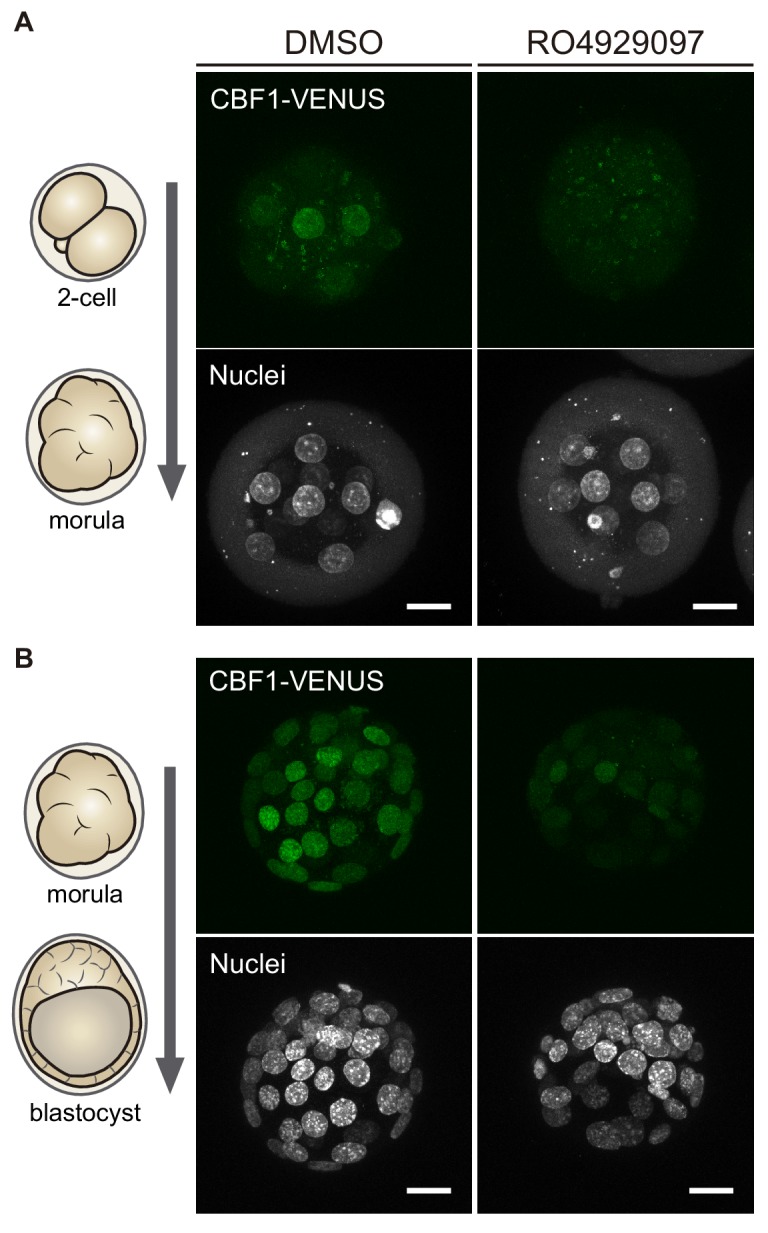
CBF1-VENUS levels decrease upon Notch inhibition. Maximal projections of confocal images of embryos from the CBF1-VENUS mouse line after treatment with RO4929097 to inhibit Notch or with DMSO as control. Treatments were performed in embryos from 2 cell to morula stage (A, n = 6) or from morula to blastocyst stage (B, n = 3). Nuclei were stained with DAPI. Scale bars, 20 μm.

**Figure 2—figure supplement 2.**
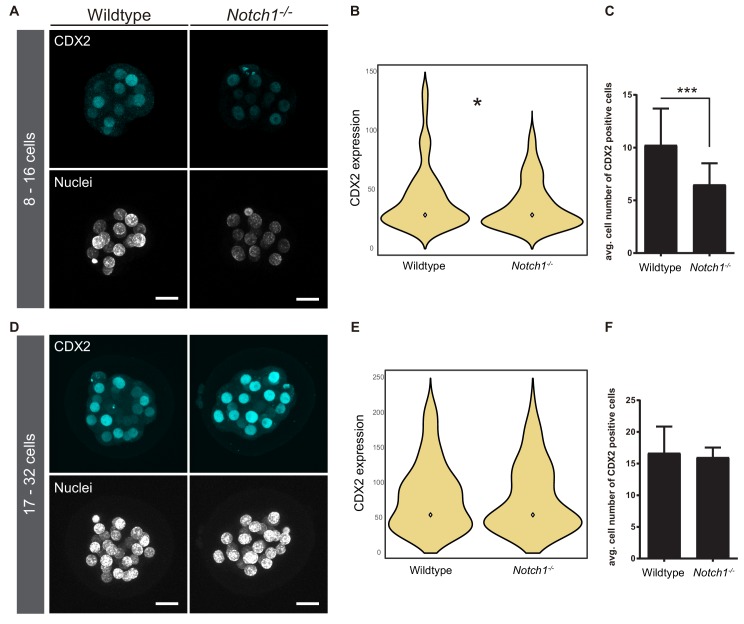
Downregulation of CDX2 in *Notch1^-/-^* early morulae. (**A**) Maximal projections of confocal images after immunostaining of CDX2 in wildtype and *Notch1^-/-^* early morulae. (**B**) Violin plots of CDX2 intensity levels and (**C**) quantification of the number of CDX2 positive cells in wildtype (n = 11) and *Notch1^-/-^* (n = 11) early morulae. (**D**) Maximal projections of confocal images after immunostaining of CDX2 in wildtype and *Notch1^-/-^* late morulae. (**E**) Violin plots of CDX2 intensity levels and (**F**) quantification of the number of CDX2 positive cells in wildtype (n = 5) and *Notch1^-/-^* (n = 3) late morulae. Nuclei were stained with DAPI. Scale bars, 20 μm. *p<0.05 by Student’s t test (**B**); ***p<0.001 by Fisher’s exact test (**C**).

Next, we wished to confirm these observations in morula stage embryos using genetic loss of function models. We recovered early (8–16 cells) and late (17–32 cells) morulae and analysed CDX2 expression in wildtype and *Rbpj^-/-^* embryos (Figure 2C–E). We found that *Rbpj^-/-^* early morulae had a significantly lower level of nuclear CDX2 expression (Figure 2D) and number of CDX2 positive cells compared to control littermates (Figure 2E). In contrast, we did not observe differences at the late morula stage (Figure 2F–H). The same observations were obtained when we analysed embryos from another mutant for the pathway, *Notch1^-/-^*: early morulae (8–16 cells) showed lower CDX2 expression and a decrease in the number of CDX2 positive cells (Figure 2—figure supplement 1A–C), but late (17–32 cells) morulae did not (Figure 2—figure supplement 1D–F). This result is interesting, as it suggests that *Notch1* is the main receptor acting upstream of RBPJ during preimplantation development as its loss is enough to recapitulate *Rbpj* loss of function effects.

These results indicate that there is an earlier requirement for Notch than for Hippo in the regulation of *Cdx2*, and that both pathways exert non-redundant roles. Our observations are suggestive of a model where Notch regulates the onset of *Cdx2* expression, and the Hippo pathway subsequently maintains its expression.

### The Notch pathway is heterogeneously active in the embryo starting at the 4-cell stage

In light of the above findings revealing a requirement of the Notch pathway for the early stages of mouse preimplantation development, we decided to investigate when Notch is first active, using the CBF1-VENUS reporter line as a transcriptional readout of the pathway. We recovered embryos from the CBF1-VENUS line and found that the reporter was first active in 4 cell embryos, albeit at lower levels than at later stages (Figure 3A). The number of VENUS positive cells was variable among embryos, with at least a third of embryos examined having no positive cells (7 out of 20; Figure 3—figure supplement 1). This strongly suggests that the onset of Notch pathway activation is indeed occurring at this stage. As a general rule, the number of positive blastomeres increased with the total number of cells per embryo (Figure 3B; Figure 3—figure supplement 1). In the compacted morula, most of the cells were positive, but the activity of the reporter was quickly restricted to the outer TE cells once the blastocyst formed (Figure 1B).

**Figure 3.**
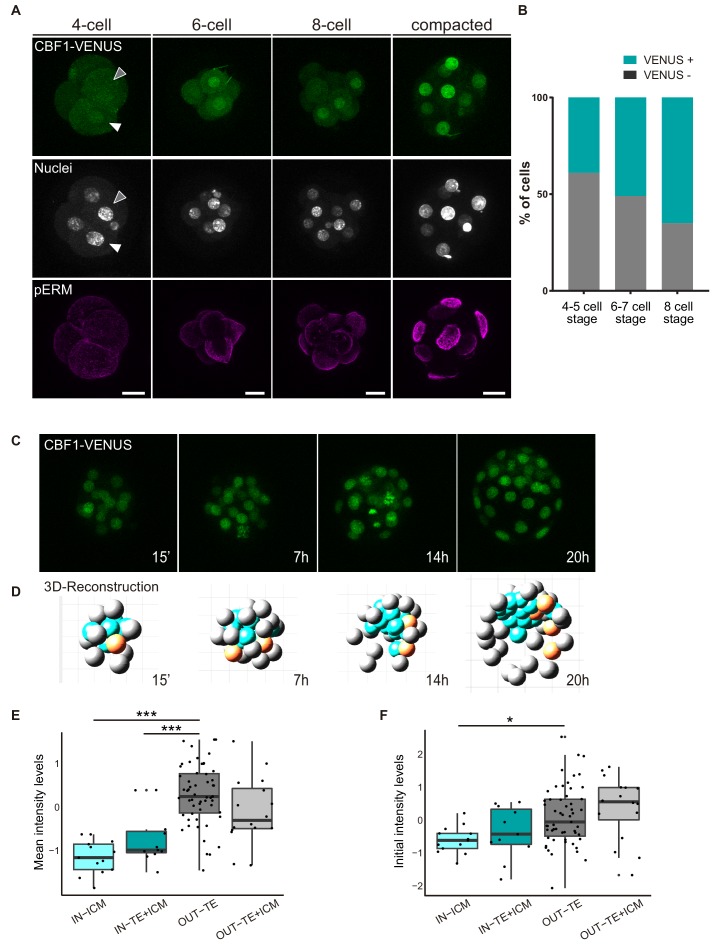
CBF1-VENUS dynamics in the mouse preimplantation embryo. (**A**) Maximal projections of confocal images of CBF1-VENUS reporter line in 4 cell, 6 cell, 8 cell and compacted morula stages. A white and a grey arrowhead respectively indicate a positive and a negative cell for VENUS in a 4 cell embryo. Immunostaining of pERM (bottom row) confirms acquisition of apical polarity in compacted morulae. Nuclei were stained with DAPI. Scale bar, 20 μm. (**B**) Percentage of VENUS positive cells per embryo at different stages (4–5 cell embryos, n = 24; 6–7 cell embryos, n = 7; 8 cell embryos, n = 9). (**C**) Maximal projections of four time-frames during live imaging of embryos from the CBF1-VENUS reporter line. Time since the onset of time lapse is indicated. (**D**) 3D reconstruction of the time-lapse imaging of a representative embryo. A selected cell and its progeny are highlighted in orange. Blue blastomeres indicate inner position and gray blastomeres indicate outer position. (**E**) Mean intensity levels of VENUS in all the families of the live imaged embryos (n = 7) according to the position of a cell and their progeny in the first and the last time frame. (**F**) Initial intensity levels of VENUS in all the families of the live imaged embryos according to the position of a cell and their progeny in the first and the last time frame. For (**E**) and (**F**), n = 13 families for IN-ICM, n = 11 families for IN–TE + ICM, n = 55 families for OUT TE, n = 16 families for OUT–TE + ICM. ***p<0.001, *p<0.05 by ANOVA with Bonferroni post-test.

**Figure 3—figure supplement 1.**
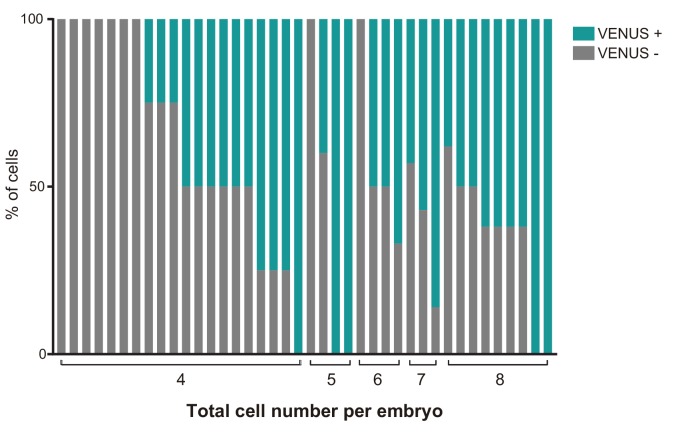
CBF1-VENUS activity in embryos before compaction. Percentage of VENUS positive cells in individual embryos of 4- to 8-cell stage (indicated on the x-axis) from the CBF1-VENUS line.

**Figure 3—figure supplement 2.**
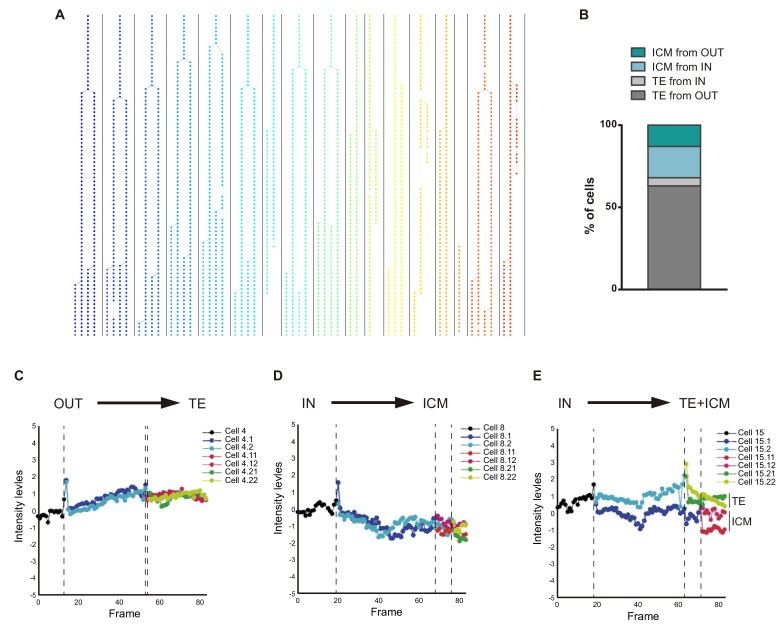
CBF1-VENUS dynamics in morula to blastocyst transition. (**A**) Example of cell tracking and family tree (each family in a different colour) after live imaging of a CBF1-VENUS embryo from morula to blastocyst stage (see Video 1). (**B**) Percentage of cells from the ICM or from the TE according to the position (IN/OUT) of their progenitor cell in the first frame of the time lapse (n = 7). (**C–E**) Representative examples of VENUS intensity levels of various cells from the same embryo showing families with different outcomes in relation to their position in the first and last frame of the time lapse movies. Dotted lines represent mitosis.

In order to follow the dynamics of the reporter and determine how restriction of Notch activity is achieved during development, we performed live imaging for up to 24 hr of embryos from the compacted morula (16 cell) to the early blastocyst stage (Video 1, Figure 3C). After tracking of the cells in each embryo (n = 7; Figure 3—figure supplement 2A), we used a Matlab based tool to analyse the behaviour of each individual cell and its progeny within the embryo. With this tool, we were able to reconstruct the embryo in each time point and assign an initial position (inner or outer) to each blastomere as well as its final location in the TE/out or the ICM/in (Video 2, Figure 3D). We first generated a lineage tree so that each lineage or family includes a cell in the time frame 0 and all their descendant cells. We next classified families according to the position of the cells in the first and final time points. This allowed us to divide the cells in four groups: ‘IN-ICM’ (cells that began in an inner position and their descendants remained in an inner position), ‘IN-TE +ICM’ (cells that began in an inner position and at least one of their descendants ended up in an inner position but other/s in an outer position), ‘OUT-TE’ (cells that began in an outer position and their descendants remained in an outer position), and ‘OUT-TE +ICM’ (cells that began in an outer position and at least one of their descendants ended up in an outer position but other/s ended up in an inner position).

**Video 1.** Time lapse imaging of a mouse embryo from the CBF1-VENUS line during morula to blastocyst transition.

**Video 2.** 3D reconstruction of a mouse embryo from the CBF1-VENUS line after live imaging during morula to blastocyst transition.

Confirming previous findings (Anani et al., 2014; McDole and Zheng, 2012; Posfai et al., 2017; Toyooka et al., 2016; Watanabe et al., 2014), although most of the cells of the blastocyst retain the position of their predecessor cell in the compacted morula, a small percentage change their location (Figure 3—figure supplement 2B). We next measured intensity levels of the reporter in all cells within families, and determined if it correlated with their position during the time lapse. Notch activity levels were variable among families and embryos, but we detected higher and increasing levels in OUT-TE families while IN-ICM families generally showed lower and decreasing levels (Figure 3—figure supplement 2C–D). The intensity levels in families that contributed both inner and outer cells did not follow a clear pattern (Figure 3—figure supplement 2E). When we analysed the mean intensity for each group, we saw that VENUS levels were significantly lower in the families that were always inside as compared to the families that were always outside (Figure 3E). Interestingly, this difference was already manifest when we measured the initial intensity in the first time point (Figure 3F). In the families whose cells end up in both inner and outer position, VENUS levels were intermediate (Figure 3E,F).

Therefore, the analysis of the CBF1-VENUS line showed that the reporter is active before the first lineage decision is taken, and that differences in the levels of pathway activation in inner or outer cells of the compacted morula correlate with the final position of their descendants in the blastocyst.

### Different Notch levels influences cell position in the morula and the blastocyst

We have previously shown that increasing the activity of the Notch signalling pathway leads to a preferential allocation of cells to the outer trophectoderm of the blastocyst (Rayon et al., 2014). However, we had not tested the onset of this effect and whether blocking Notch would have an effect in early embryos. To address these questions, we used a genetic mosaic line (iChr‐Notch‐Mosaic) that allowed us to generate cells with different Notch activity levels within the same embryo (Pontes-Quero et al., 2017). The construct consists of three different cassettes preceded by a specific LoxP site. The first cassette is a H2B-CHERRY fluorescent protein and generates wildtype cells. The second cassette contains a dominant-negative version of *Mastermind-like 1* (DN-MAML1), a transcriptional co-activator of the Notch pathway, linked to a H2B-eGFP by a cleavable 2A peptide, whose expression leads to the loss of function (LOF) of the pathway, while the third is a gain of function (GOF) cassette through the expression of a constitutively active NICD linked to an HA-H2B-Cerulean (Figure 4A). The specific LoxP sites are mutually exclusive, so in any unique cell there will be only one possible outcome as the result of Cre-mediated recombination. We used a Polr2a^CreERT2^ driver which is ubiquitously expressed and inducible by tamoxifen (Guerra et al., 2003). We induced recombination by adding 4OH-Tx (4-hydroxy-tamoxifen) from the 2- to the 4-cell stage, aiming to achieve a situation where cells expressing each cassette derive from a single recombined blastomere, and we evaluated recombination in the late morula (<32 cells) or in the blastocyst (Figure 4A). We performed immunofluorescent assays with three antibodies to distinguish the three cassettes. The wildtype cassette was detected by an anti-RFP antibody, the LOF by an anti-GFP antibody, and the GOF an anti-HA antibody. However, GOF cells were triple positive because of cross-reactivity between antibodies and the HA-H2B-Cerulean protein (Figure 4A,B). To validate this strategy, we induced recombination in a iChr‐Notch‐Mosaic ES cell line, and sorted cells according to their fluorescence. Testing the antibodies described above in these populations confirmed that they correctly identified cells derived from each different recombination event (Figure 4—figure supplement 1A). Confirmation that we were modifying Notch signalling as predicted with the LOF and GOF cassettes came from analysing nuclear CDX2 levels, as a readout of Notch activity. Notch LOF blastomeres showed lower CDX2 levels than wildtype and GOF, and these higher levels than wildtypes (Figure 4—figure supplement 1B).

**Figure 4.**
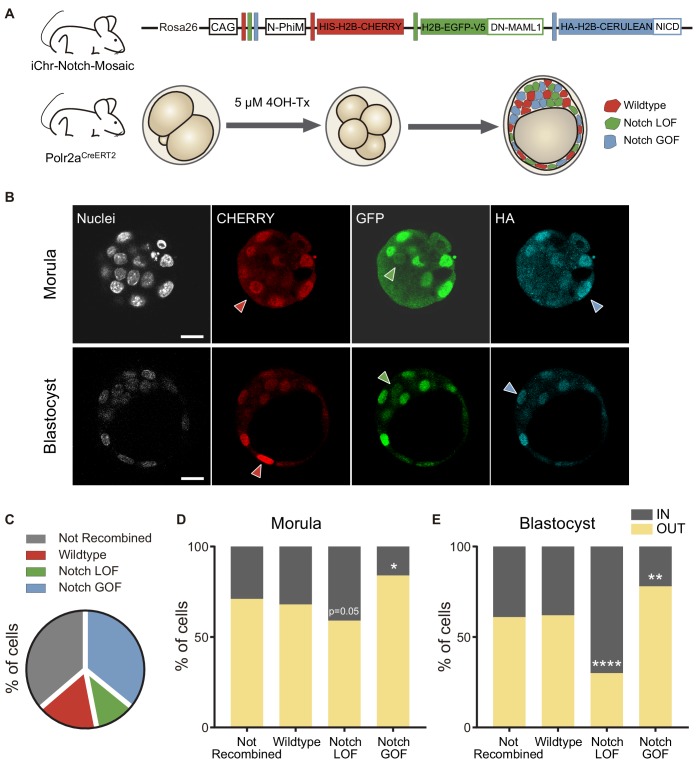
Differences in Notch activity drive cell fate in the preimplantation embryo. (**A**) Schematic diagram of the experimental strategy, where iChr-Notch-Mosaic mice were crossed with Polr2a^CreERT2^ driver. Embryos were collected and treated with 4OH-Tamoxifen from 2- to 4-cell stage to induce recombination. At morula and blastocyst stage, embryos were fixed and immunostained. (**B**) Optical section of confocal images after immunostaining for RFP, GFP and HA. Arrowheads indicate examples of cells recombined for the wildtype cassette (red), the Notch loss of function cassette (LOF, green) or the Notch gain of function cassette (GOF, blue). Nuclei were stained with DAPI. Scale bars, 20 μm. (**C**) Percentage of not recombined cells or recombined for each cassette in morulae (n = 10) and blastocysts (n = 11). (**D–E**) Percentage of not recombined cells or recombined for each cassette that are in an inner or outer position at the morula (D; not recombined, n = 69; wildtype, n = 33; LOF, n = 29; GOF, n = 83) or blastocyst stage (E; not recombined, n = 190; wildtype, n = 87; LOF, n = 50; GOF, n = 173). *p<0.05, **p<0.01, ****p<0.0001 in relation to not recombined cells by Chi-square test.

**Figure 4—figure supplement 1.**
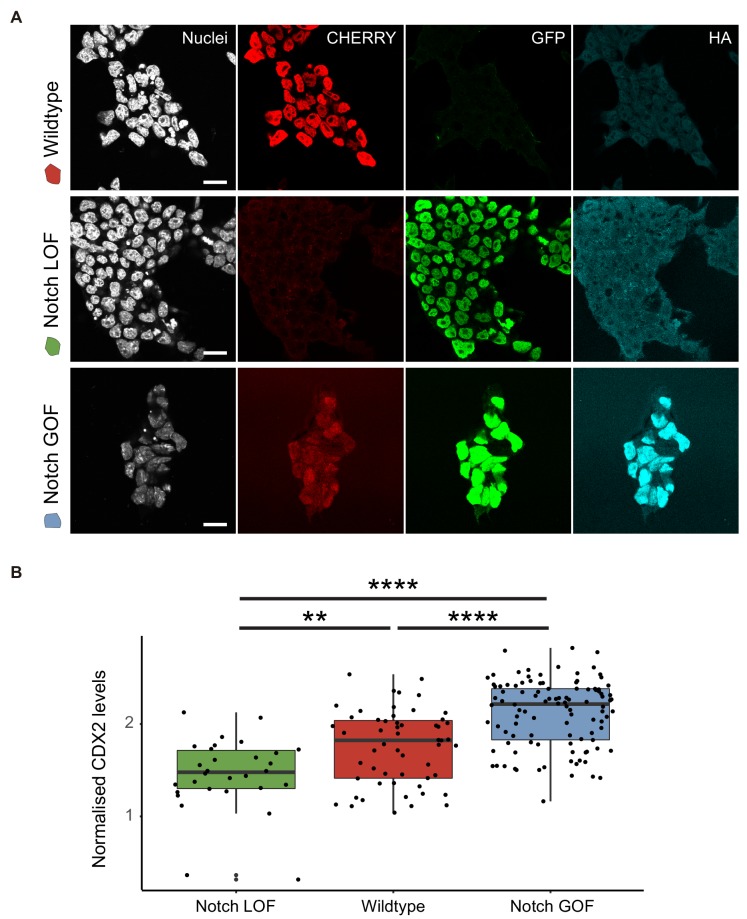
Differences in Notch activity correlate with CDX2 levels. (**A**) Confocal images after immunostaining for CHERRY, GFP and HA of sorted cell populations from the iChr-Notch-Mosaic ES cell line according to the colour of each cassette (wildtype, red; Notch LOF, green; Notch GOF, cerulean). Nuclei were stained with DAPI. Scale bars, 20 μm. (**B**) CDX2 intensity levels of Notch LOF, wildtype and Notch GOF blastomeres in blastocysts from the iChr-Notch-Mosaic mouse line. **p<0.01; ****p<0.0001 by ANOVA with Tukey post-test. Notch LOF, n = 30 blastomeres; wildtype, n = 55 blastomeres; Notch GOF, n = 106 blastomeres from six blastocysts.

**Figure 4—figure supplement 2.**
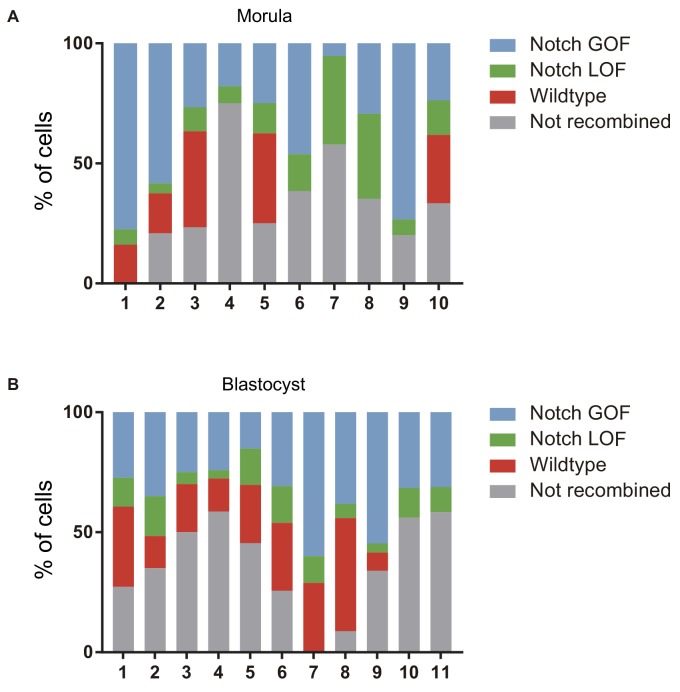
Confronting Notch activity levels in the preimplantation embryo. (**A–B**) Percentage of cells recombined for each cassette (wildtype, red; LOF, green; GOF, cerulean) or not recombined in individual morulae (**A**) or blastocysts (**B**) from the iChr-Notch-Mosaic mouse line.

**Figure 4—figure supplement 3.**
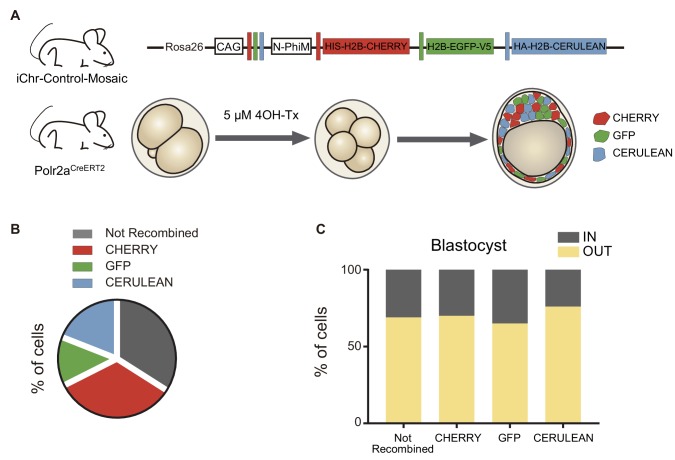
Distribution of recombination events in a control mosaic mouse line. (**A**) Schematic diagram of the experimental strategy, where iChr-Control-Mosaic mice were crossed with Polr2a^CreERT2^ driver. Embryos were collected and treated with 4OH-Tamoxifen from 2- to 4-cell stage to induce recombination. (**B**) Percentage of not recombined cells or recombined for each cassette (n = 12 embryos). (**C**) Percentage of not recombined cells or recombined for each cassette that are in an inner or outer position at the blastocyst stage (not recombined, n = 218; CHERRY, n = 215; GFP, n = 86; CERULEAN, n = 122).

We selected embryos in which at least two recombination events leading to LOF and GOF cells had occurred, and analysed the percentage of unrecombined cells (36%), and cells expressing the control, LOF or GOF cassette. Although the probabilities of recombination are higher when the LoxP sites are closer to one another (the control recombination event in this case), we found that most of the recombined cells were Notch GOF (36% of total cells) while only a small proportion (11%) were Notch LOF, (Figure 4C; Figure 4—figure supplement 2A,B). If we used a control line (iChr-Control-Mosaic; Pontes-Quero et al., 2017) carrying the same construct and reporters but not the LOF or GOF cassettes (Figure 4—figure supplement 3A), we observed a similar proportion of unrecombined cells (34%) but in this case the most probable event (red cells) was the most abundant (34%), as expected (Figure 4—figure supplement 3B). These results suggest that Notch activity could differentially affect cell proliferation or cell loss in the embryo.

Next, we determined the proportion of cells from each population that were in an inner or outer position. Approximately 60% of unrecombined or wild type (red) cells, both being controls, were located at outer positions in both morula and blastocyst stage. However, Notch-LOF cells (green) were enriched at inner positons of the morula or more clearly in the inner cell mas of the blastocyst, while Notch-GOF cells (blue) tended to occupy outer positions (Figure 4D,E). These differences were not observed when we analysed embryos from the iChr-Control-Mosaic line (Figure 4—figure supplement 3C). These experiments show how manipulating levels of Notch pathway activity as early as the 4-cell stage instructs cells to adopt an inner or outer position at later stages.

### Lack of *Rbpj* represses *Tle4* and *Tbx3*, and disrupts the triggering of differentiation programs in the early embryo

Results described above show that the Notch pathway plays an early role in mouse development, non-redundant with that of the Hippo pathway, in regulating *Cdx2* gene expression and in determining the position of cells to inner or outer locations. 

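Rbpj, which encodes the DNA-binding partner of the Notch intracellular domain, was lower in every Rbpj-/- morula than in every control. Its normalised value was 10.5 and 24.3 in the 2 Rbpj-/- embryos of litter 808 and 1.32 in the Rbpj-/- embryo of litter 810, against 111 and 96.9 in the 2 wildtype embryos and 37.0 in the heterozygote. The authors genotyped the embryos from the expression of Rbpj and Neo, so these values are not an independent check of the genotypes. RNA of single morulae at embryonic day 2.5 was converted to cDNA with the SMART-Seq Ultra Low Input kit, which primes on poly(A) tails and amplifies the full-length cDNA by PCR, and 1 library was sequenced per embryo. The 3 Rbpj-/- embryos were compared with 3 control embryos, 2 wildtype and 1 heterozygote, all 3 controls from litter 808. The submitters' processing notes name CASAVA 1.8.2 and cutadapt 1.3. The paper quantified the reads with RSEM against the mouse transcriptome (GRCm38) and normalised the counts with the TMM method of edgeR, which scales each library by a trimmed mean of its ratios to a reference library. The deposited table holds the resulting CPM values for 12125 genes. Every value in it was a whole number of reads times a fixed step for the embryo (100% of values within 0.01 of a read), so that the depth could be recovered. It was 2962425 and 4330126 reads in the Rbpj-/- embryos of litter 808, 10064016 in the Rbpj-/- embryo of litter 810, 12690030 in the heterozygote and 14355242 and 14585313 in the wildtype embryos. A gene with 3 reads had a value of 1.09 in the shallowest library and 0.201 in the deepest, and since PCR copies are not independent molecules this covers counting error only. Differential expression was tested with limma on log2(value + 1), two-sided, over the 12099 genes with a value above 1 in at least 3 embryos, with genotype as the only term and p-values adjusted by Benjamini-Hochberg. Fold changes on this scale understate the change of genes with low values. Litter 810 gave a single embryo, a mutant, so for that embryo litter and genotype cannot be told apart. With litter as a covariate the test compares the 2 Rbpj-/- embryos of litter 808 with their 3 control littermates, and this is called the littermate comparison. The tests, the gene lists and all alternatives except those said to be added were chosen before the data were examined. Across genes, the log2 values of the 2 Rbpj-/- embryos of litter 808 had a Pearson correlation of 0.879 with each other, and those of the controls 0.895 to 0.921. The Rbpj-/- embryo of litter 810 had a higher correlation with the controls (0.864 to 0.885) than with the other 2 Rbpj-/- embryos (0.806 and 0.836). Those 2 are the shallowest libraries, so that depth and likeness cannot be told apart in these correlations. With the controls, the shallowest embryo had 0.799 to 0.830 and the other of litter 808 had 0.840 to 0.867.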

To gain further insight into how Notch is acting during preimplantation development, we carried out RNA-sequencing (RNA-seq) in control and *Rbpj^-/-^* single morulae. 

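In the littermate comparison, 1366 genes fell and 708 rose in the Rbpj-/- embryos, and with the third Rbpj-/- embryo, that of litter 810, included none of the 12099 genes tested passed by limma. Among the genes that fell most between littermates were Gpam, which encodes the mitochondrial acyltransferase that starts glycerolipid synthesis, Plcg2, a phospholipase C, and Nup98, a nucleoporin. Gpam had no read in either Rbpj-/- embryo of litter 808, 85 reads in that of litter 810 and 212 to 500 in the controls. Among the genes that rose were Siva1, an apoptosis regulator, Ndufs6, a subunit of mitochondrial complex I, and Pkib, an inhibitor of protein kinase A. The value of Siva1 was 355 and 219 in the Rbpj-/- embryos of litter 808, 159 in that of litter 810 and 62.7 to 77.3 in the controls, a log2 fold change of 1.97 between littermates (standard error 0.28, limma adjusted p = 0.00317, 3.08e-07 to 0.530 over all alternatives). Nup98 was at 0.726 and 5.65 in the Rbpj-/- embryos of litter 808, 22.7 in that of litter 810 and 38.7 to 62.0 in the controls (log2 fold change −3.93, standard error 0.65, limma adjusted p = 0.00557, 2.54e-05 to 0.530 over all alternatives). The largest changes at a mean value of at least 10 with all 3 Rbpj-/- embryos outside the controls were Lrch4, Gpam, Nxf2, Trak2, Plcg2, Duxbl2, Snapc4, Nup98, Slc35f6 and Rbpsuh-rs3 among the genes that fell, and Pkib, Xlr, Card14, Ssbp2, Cenpm, Ndufaf2, N6amt2, Ethe1, Ndufs6 and Siva1 among those that rose. They were taken from the littermate comparison after it was seen that no gene passed limma over all 6 embryos. Rbpsuh-rs3 is a retrotransposed copy of Rbpj, with which it can share reads. With a smooth trend with transcript length removed from each embryo, an alternative added after the data were seen, all 10 of these that fell passed limma between littermates, and of those that rose Xlr, Cenpm, Ethe1, Ndufaf2 and Ndufs6 did not (adjusted p = 0.124, 0.165, 0.0699, 0.0583 and 0.0549). The log2 fold change of Ndufs6 went from 1.98 (standard error 0.36) to 1.08 (standard error 0.30), and those of the other four from 2.51, 2.08, 1.98 and 2.01 to 2.08, 1.34, 1.37 and 1.82.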

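Over all 6 embryos, limma called 0 genes (lowest adjusted p = 0.142), with 1377 genes lower and 608 higher at an unadjusted p under 0.05, of which 69.4% were lower. On the recovered reads, edgeR's quasi-likelihood test also called 0 (899 lower and 637 higher unadjusted) and DESeq2 called 231 lower and 129 higher. With array weights, by which limma gives less weight to embryos far from their group, 1164 genes were lower and 400 higher. In the littermate comparison 65.9% of the called genes were lower, and 73.7% of the 1786 that changed by over 2-fold (1317 lower and 469 higher). Quantile normalisation of all 6 embryos called 0 genes as well and moved the unadjusted split to 1121 lower and 879 higher, 56.0% lower, with the median log2 fold change of all genes moving from −0.11 to 0.07. All 3 Rbpj-/- embryos were below all 3 controls for 1545 genes and above them for 1078, together 21.7% of the genes tested, where chance gives 10% on average. Genes that vary together can move this share far from 10% in a single grouping. The share in other groupings of the embryos was not computed, so no excess over chance is read from it. Lower genes had longer transcripts. Across genes, which are not replicates, the log2 difference of each Rbpj-/- embryo of litter 808 from the mean of the controls had a Spearman correlation of −0.400 and −0.384 with the length of the longest annotated transcript. The Rbpj-/- embryo of litter 810 had −0.147, and the controls, each against the mean of the other two, −0.0821 to 0.104. With the median transcript of each gene these values were smaller, −0.255 and −0.220 in the Rbpj-/- embryos of litter 808. They were −0.0714 in that of litter 810 and −0.0573 to 0.0649 in the controls. With the genes divided by transcript length into 5 groups of nearly equal size, 22 fell and 392 rose in the littermate comparison in the group with the shortest transcripts, and in the group with the longest 542 fell and 24 rose. With the trend with transcript length removed, 804 genes fell and 347 rose between littermates.

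**Figure D1:**
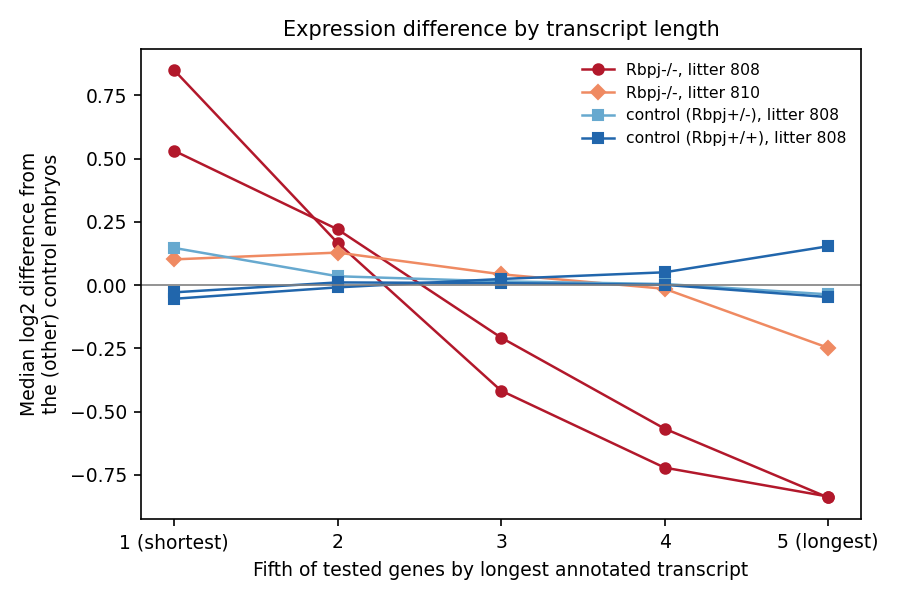
Median log2 difference from the controls (vertical axis) over each of 5 groups of genes by transcript length (horizontal axis, shortest to longest), with 1 line per embryo, each control being set against the other two. The 2 Rbpj-/- embryos of litter 808 go from 0.85 and 0.53 in the group with the shortest transcripts to −0.84 and −0.84 in that with the longest, and the Rbpj-/- embryo of litter 810 from 0.10 to −0.25.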

2028 genes were differentially expressed (Figure 5—source data 1), close to 70% of which were downregulated suggesting that *Rbpj* is mainly activating gene expression at the morula stage.

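Cdx2, which encodes the homeobox factor that specifies trophectoderm, and Gata3, a further trophectoderm transcription factor, fell in the Rbpj-/- embryos of litter 808 relative to their littermates. Cdx2 lies on chromosome 5 from 147300805 to 147307270 of GRCm38. Its value was 13.4 and 21.1 in the Rbpj-/- embryos of litter 808, 83.7 in that of litter 810, and 53.7 to 90.3 in the controls. Between littermates this was a log2 fold change of −1.94 (standard error 0.38, limma adjusted p = 0.0112, 0.000606 to 0.670 over all alternatives), and over all 6 embryos one of −1.20 (standard error 0.60, adjusted p = 0.338), where the embryo of litter 810 was within the range of the controls. Gata3 was at 6.53 and 7.62 in the Rbpj-/- embryos of litter 808, 26.8 in that of litter 810 and 21.7 to 84.5 in the controls, with a log2 fold change between littermates of −2.49 (standard error 0.59, limma adjusted p = 0.0213, 0.00157 to 0.557 over all alternatives). Of the 21 measured genes of a trophectoderm list, 7 fell between littermates and none rose (8 fell when adjusted over the list alone), namely Cdx2, Gata3, Tfap2c, Fgfr2, Dab2, Cldn4 and Wnt7b, the last of which did not pass with the length trend removed (adjusted p = 0.0819). With that trend removed 7 of the 21 fell as well and none rose, at a median log2 fold change of −0.96. The paper named Cdx2, Gata3, Fgfr2 and Lrp2 of this list from the same embryos, so that for them the counts are not independent evidence, and of the other 17 measured 4 fell. Dab2, an endocytic adaptor, was at 50.5 and 119 in these embryos against 221 to 380.01 in the controls, and Cldn4, a tight junction claudin, at 57.0 and 32.9 against 200.1 to 216. Limma passed none of the 21 over all 6 embryos, with 5 lower and none higher at an unadjusted p under 0.05, none passed when adjusted over the list alone, and edgeR and DESeq2 called none. The median log2 fold change of the list was −0.53 over all 6 embryos, −1.01 between littermates and 0.07 in the embryo of litter 810. The list was lower than other genes by camera with its preset correlation of 0.01 (adjusted p = 0.0263 over 27 lists), a call lost with an estimated correlation (adjusted p = 0.576 with an estimated correlation). It was also lost without either Rbpj-/- embryo of litter 808 and without one of the wildtype embryos (camera adjusted p = 0.117, 0.157 and 0.116), and without the genes the paper names, an alternative added after the data were seen (adjusted p = 0.258).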

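Among the regulators of the Hippo pathway, Nf2 (merlin, an upstream activator), Amotl2 (an angiomotin, which can hold YAP outside the nucleus) and the kinase gene Lats2 were below all 3 controls in all 3 Rbpj-/- embryos. Amotl2 changed most, with a value of 4.36 and 14.8 in the Rbpj-/- embryos of litter 808, 40.9 in that of litter 810 and 81.4 to 146 in the controls. Its log2 fold change was −2.86 over all 6 embryos (standard error 0.65, limma adjusted p = 0.170) and it was called by DESeq2 (adjusted p = 0.0130) and in the littermate comparison (adjusted p = 0.00301, 6.01e-07 to 0.530 over all alternatives). Nf2 was at 134 ± 79.1 (SD, n = 3) in Rbpj-/- embryos and 321 ± 60.2 (SD, n = 3) in controls, and Lats2 at 39.9 ± 20.4 (SD, n = 3) and 98.7 ± 18.2 (SD, n = 3). Of the pluripotency genes, Sall4, a zinc finger factor required in the inner cell mass, was at 53.7 and 78.7 in the Rbpj-/- embryos of litter 808, 255 in that of litter 810 and 340.4 to 383 in the controls, a log2 fold change of −1.83 over all 6 embryos (standard error 0.48, limma adjusted p = 0.174). Its paralog Sall1 was at 1.09 and 5.16, 13.2 and 22.3 to 88.2 in the same groups (log2 fold change −3.09, standard error 0.78, limma adjusted p = 0.174), and was called by DESeq2 (adjusted p = 0.0121). Sox21, an HMG box factor, was at 6.90 and 10.3 in the Rbpj-/- embryos of litter 808 but at 74.4 in that of litter 810, inside the controls at 74.0 to 138. For Nf2, Amotl2, Lats2, Sall1 and Sall4 the exact permutation test gave p = 0.1, two-sided, the smallest that 3 embryos against 3 allow. Of the 25 genes that the paper's figure and its supplement name for lineage and signalling, none passed over all 6 embryos by limma or edgeR, 17 were lower and 2 higher at an unadjusted p under 0.05, and DESeq2 called 2 lower and 1 higher. Between littermates 19 fell and 3 rose, and 16 and 0 with the length trend removed. Adjusted over the list alone, 17 were lower and 2 higher over all 6 embryos, but the paper chose these genes on the same embryos and the count is not independent evidence.

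**Figure D2:**
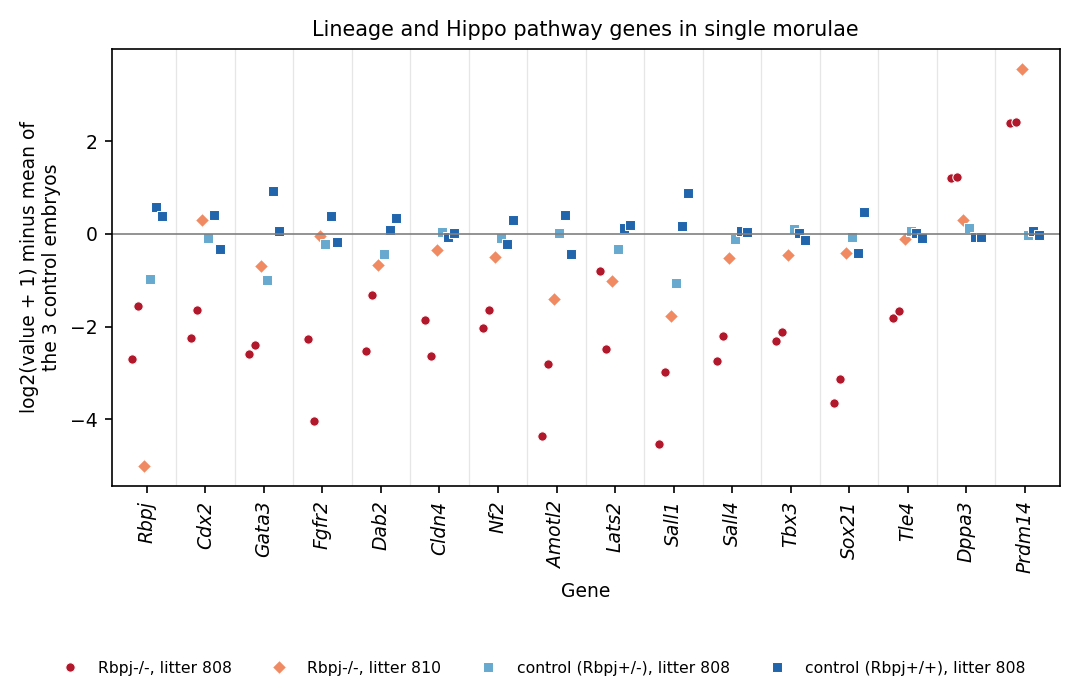
Log2(value + 1) of each embryo minus the mean of the 3 controls (vertical axis) for Rbpj and 15 further genes (horizontal axis), with 1 point per embryo and symbols for controls, Rbpj-/- embryos of litter 808 and the Rbpj-/- embryo of litter 810. For Cdx2 the embryo of litter 810 sits at 0.30 and for Fgfr2 at −0.04, whereas for Sall1 it sits at −1.77 and for Amotl2 at −1.40.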

Among the downregulated genes we found *Cdx2* and other TE associated genes such as *Gata3* or *Fgfr2* (Haffner-Krausz et al., 1999; Home et al., 2017; Home et al., 2009; Ralston et al., 2010); genes related with the Hippo pathway (*Nf2*, *Amotl2*, *Lats2*) and, interestingly, also genes related with the embryonic pluripotency network including *Sall1*, *Sall4, Tbx3* or *Sox21* (Goolam et al., 2016; Han et al., 2010; Karantzali et al., 2011; Niwa et al., 2009; Yang et al., 2010) (Figure 5A, Figure 5—figure supplement 1A). Among the upregulated genes, we found *Dppa3* (*Stella*) and *Prdm14*, which have been characterised as naïve pluripotency markers(Hayashi et al., 2008; Yamaji et al., 2013). In addition, a large set of chromatin modifiers were differentially expressed (Figure 5—figure supplement 1B). 

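Dppa3, which encodes a maternal factor that protects methylated DNA in the early embryo, and Prdm14, a PR domain transcriptional regulator of naïve pluripotent cells, were above all 3 controls in all 3 Rbpj-/- embryos. Dppa3 was among the most abundant transcripts, with a value of 5435 and 5456 in the Rbpj-/- embryos of litter 808, 2864 in that of litter 810 and 2223 to 2574 in the controls. Its log2 fold change was 0.91 over all 6 embryos (standard error 0.31, limma adjusted p = 0.209) and 1.22 between littermates, where it rose (standard error 0.17, adjusted p = 0.00325, 0.000150 to 0.542 over all alternatives). DESeq2 called it over all 6 embryos (adjusted p = 0.0392). Prdm14 had a low value, 4.36, 4.43 and 11.1 in the Rbpj-/- embryos, against 0, 0.0674 and 0 in the controls. On the log2(value + 1) scale its log2 fold change was 2.79 (standard error 0.67, limma adjusted p = 0.170), and 2.40 between littermates (standard error 0.69, adjusted p = 0.0410, 0.000448 to 0.530 over all alternatives). Of the 3 Rbpj-/- embryos, that of litter 810 had the highest value of Prdm14 and the lowest of Dppa3. When a trend with transcript length was removed, an alternative added after the data were seen, neither gene passed limma's littermate comparison. The log2 fold change of Dppa3 there became 0.36 (standard error 0.17, limma adjusted p = 0.236), whereas that of Prdm14 was 2.28 (standard error 0.70, limma adjusted p = 0.0728), less than its standard error away from the value with the trend.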

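Of 95 measured members of chromatin modifier families, 83 had a log2 fold change below 0 over all 6 embryos, among them genes of the Polycomb repressive complex (Suz12, Jarid2), histone methyltransferases (Kmt2c, Setd2) and demethylases (Kdm4c, Kdm5b). Suz12, a core subunit of Polycomb repressive complex 2, was at 87.2 ± 8.38 (SD, n = 3) in Rbpj-/- embryos and 246 ± 56.8 (SD, n = 3) in controls, a log2 fold change of −1.46 over all 6 embryos (standard error 0.29, limma adjusted p = 0.170). Kmt2c, an H3K4 methyltransferase, had a log2 fold change of −1.28 (standard error 0.27) and the H3K9 demethylase gene Kdm4c one of −2.42 (standard error 0.52), both with an adjusted p of 0.170 from limma. All 3 of these genes were called over all 6 embryos by DESeq2 (adjusted p = 0.00102, 0.00239 and 0.00417) and fell in the littermate comparison. Of the 28 chromatin modifiers of the paper's figure, limma and edgeR passed none over all 6 embryos, 23 were lower and 1 higher (Asf1a) at an unadjusted p under 0.05, and DESeq2 called 10 lower. Between littermates 25 fell and 1 rose, and 13 and 0 when the trend with transcript length was removed. Their median log2 fold change between littermates went from −1.81 to −1.28 with that removal. The paper chose these genes on the same embryos, so the 23 lower and 1 higher when adjusted over the list alone are not independent evidence. The list of 95 family members gave 42 lower and 1 higher unadjusted over all 6 embryos, none passing by limma or edgeR and 14 lower by DESeq2. Adjusted over the list alone, 20 were lower and 0 higher, and between littermates 39 fell and 1 rose. Over the families the median log2 fold change was −0.95 over all 6 embryos and −0.37 in the embryo of litter 810, and 53 of the 95 were below all controls in that embryo. After removal of the length trend 17 fell and 0 rose between littermates. The families hold the paper's 28 genes, which are 25 of the 39 that fell and the 1 that rose, and for these the counts are not independent evidence. Of the other 67 members, a choice made after the data were seen, 56 were below 0 over all 6 embryos, 19 were lower and none higher unadjusted and 3 were lower when adjusted over the list alone, and 14 fell and none rose between littermates. The median of the 66 of them with an annotated transcript (−0.59) lay at percentile 5.11 of 10000 random lists matched on transcript length and mean expression, 95% of which had medians between −0.63 and −0.13. In the embryo of litter 810 their median was −0.33, at percentile 1.15, below the −0.29 to 0.09 of 95% of the matched lists. Camera called the families lower with the preset correlation (adjusted p = 2.07e-11, and 2.00e-05 without the paper's genes), and not when adjusted over the 27 lists with an estimated correlation (adjusted p = 0.477 with an estimated correlation, 0.0368 unadjusted, and 0.535 adjusted without the paper's genes).

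**Figure D3:**
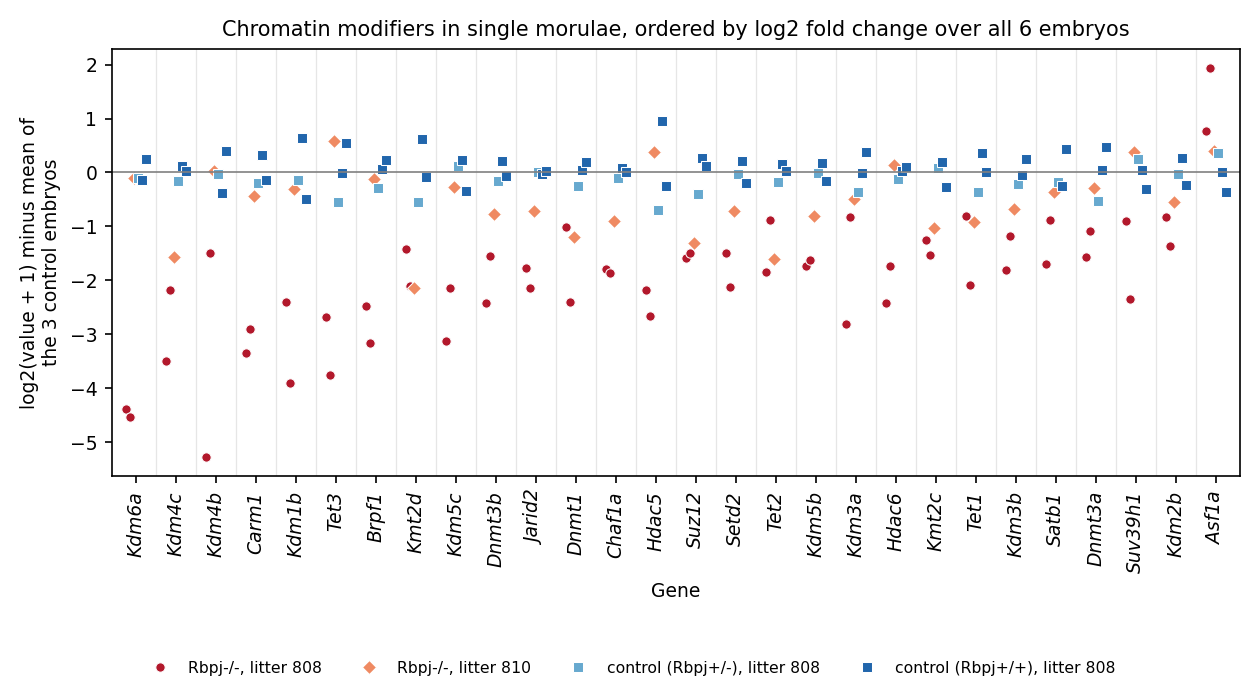
Log2(value + 1) of each embryo minus the mean of the 3 controls for the 28 chromatin modifiers of the paper's figure, ordered by the log2 fold change over all 6 embryos, with 1 point per embryo. Both Rbpj-/- embryos of litter 808 lie below all 3 controls for 27 of the 28 genes and above them for 1, and the Rbpj-/- embryo of litter 810 lies below all 3 for 17.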

Important chromatin dynamics have been reported during preimplantation development (Burton and Torres-Padilla, 2014), which could fit in with the broad mis-regulation of transcription in the mutant embryos. Remarkably, some of the downregulated modifiers like *Dnmt3b* or *Kdm6a* have been shown to be enriched in TE conversely to *Prdm14* (Burton et al., 2013). 

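Dnmt3b, a de novo DNA methyltransferase gene, was below all 3 controls in each Rbpj-/- embryo, and Kdm6a, the H3K27 demethylase gene UTX, in the 2 of litter 808. Dnmt3b had a value of 35.2 and 64.9 in the Rbpj-/- embryos of litter 808, 113 in that of litter 810 and 173 to 224 in the controls. This was a log2 fold change of −1.58 over all 6 embryos (standard error 0.41, limma adjusted p = 0.174), called by DESeq2 (adjusted p = 0.0368) and between littermates (adjusted p = 0.00460, 4.56e-05 to 0.530 over all alternatives). Kdm6a, on chromosome X from 18162575 to 18279936 of GRCm38, was at 4.72 and 4.18 in the Rbpj-/- embryos of litter 808 and at 110.02 in that of litter 810, beside 107 to 141 in the controls. Between littermates it fell with a log2 fold change of −4.46 (standard error 0.35, limma adjusted p = 0.000506, 1.33e-19 to 0.561 over all alternatives). With all 6 embryos its log2 fold change was −3.01 (standard error 0.96, limma adjusted p = 0.202). Kdm6a escapes X inactivation, and the library with the lowest depth, a Rbpj-/- embryo of litter 808, also had the lowest value of Xist, 2.18 against 124 to 414 in the other embryos. The other Rbpj-/- embryo of litter 808 had Kdm6a as low, at 4.18, with Xist at 124. Its X-linked genes lay 0.27 above its autosomal genes in median log2 difference from the controls, so that low Xist does not go with the fall of Kdm6a there. Of 7 X-linked chromatin modifiers measured, 4 fell between littermates (Kdm6a, Kdm5c, Hdac6 and Suv39h1, all named by the paper, so that the count is not independent evidence) and none rose. None passed over all 6 embryos by limma, edgeR or DESeq2, 3 were lower at an unadjusted p under 0.05, and none passed when adjusted over the list alone.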

Overall, the transcriptome profiling suggests that embryos lacking *Rbpj* do not properly trigger trophectoderm differentiation programs, and that they also affect pluripotency related genes.

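Of 15 measured general pluripotency genes, 6 fell in the Rbpj-/- embryos of litter 808 relative to their littermates (Sall1, Sall4, Lin28a, Sox21, Trim28 and Rif1) and 2 rose (Dppa4 and Sox15). Lin28a, an RNA-binding repressor of let-7, was at 12.0 and 3.20 in these embryos, 23.2 in the Rbpj-/- embryo of litter 810 and 35.6 to 47.7 in the controls. Rif1, a telomere and replication timing factor, was at 172 and 205, 404 and 444 to 634 in the same groups. Limma and edgeR passed none of the 15 over all 6 embryos, with 6 lower and none higher at an unadjusted p under 0.05 and 5 lower when adjusted over the list alone, and DESeq2 called 1. The paper named Sall1, Sall4, Sox21, Lin28a, Dppa4 and Myc of this list from the same embryos, so that for them the count is not independent evidence. After the length trend was removed 6 fell and 0 rose between littermates, and Trim28, Dppa4 and Sox15 did not pass. The median log2 fold change of the list was −0.64 over all 6 embryos, −0.87 between littermates and −0.19 in the embryo of litter 810, and limma's camera did not call it (adjusted p = 0.257). Between littermates with the length trend removed, where the median was −0.74, camera with its preset correlation did call the list. Over the 9 members that the paper did not name, a choice made after the data were seen, the median was 0.30, and 2 fell and 1 rose between littermates. From the transcriptome profiles, the paper proposes that embryos lacking Rbpj do not start trophectoderm differentiation properly and that genes of pluripotency are affected as well.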

**Figure 5.**
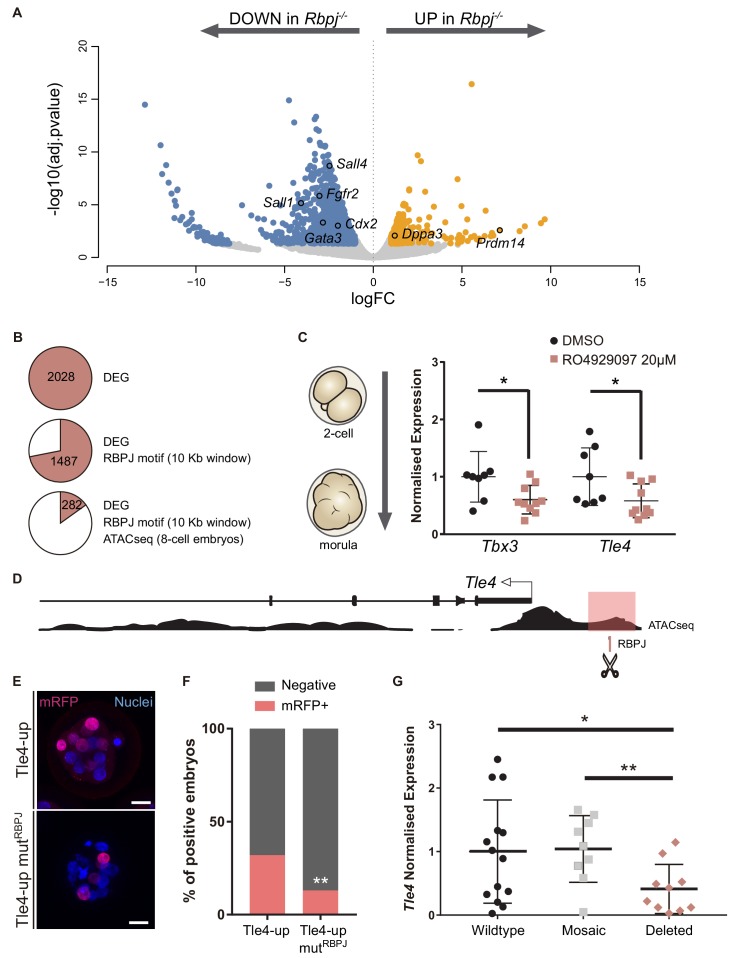
*Tle4* is a direct transcriptional target of Notch. (**A**) Volcano plot of differentially expressed genes between wildtype and *Rbpj^-/-^* single morulae. In blue, genes downregulated in *Rbpj^-/-^* (adj.pvalue <0.05 and logFC < −1); in orange, genes upregulated in *Rbpj^-/-^* (adj.pvalue <0.05 and logFC >1). Representative genes are indicated. (**B**) Number of differentially expressed genes (DEG) between wildtype and *Rbpj^-/-^* morulae (top), those that have a RBPJ motif in a 10 Kb window surrounding the gene (middle), and those in which this site is included in an open chromatin ATAC-seq peak in 8 cell embryos (Wu et al., 2016) (bottom). (**C**) *Tbx3* and *Tle4* normalised expression in pools of 25 embryos after treatment with RO4929097 to block Notch from 2 cell to morula stage. Pools of embryos treated with DMSO were used as controls (n = 8–10). n represents number of unique pools of 25 embryos. (**D**) Genomic landscape of the region upstream *Tle4* indicating the location of the RBPJ motif and the ATAC-seq track. (**E**) Maximal projection confocal images after RFP immunostaining of representative transgenic embryos for the region highlighted in pink in (**D**) (top) or the mutated version for the RBPJ site (bottom). Nuclei were stained with DAPI. Scale bar, 20 μm. (**F**) Percentage of positive embryos in the transient transgenic assay of Tle4-up region (n = 137) or the mutated version (n = 169). (**G**) *Tle4* normalised expression in single embryos (wildtype, n = 14; mosaic, n = 9; deleted, n = 10) after CRISPR/Cas9 deletion of the region containing the RBPJ motif. Data are means ± s.d. *p<0.05 by Student’s t test in (**C**) and (**G**). **p<0.01 by Student’s t test in (**G**) or by Fisher’s exact test in (**F**). 10.7554/eLife.42930.023Figure 5—source data 1.Table with differentially expressed genes (DEG) obtained after the RNA-seq analysis in control and *Rbpj* mutant morulae. 10.7554/eLife.42930.024Figure 5—source data 2.Table with differentially expressed genes (DEG) that have an RBPJ consensus binding site included in an open chromatin ATAC-seq peak in a 10 Kb window surrounding the gene.

**Figure 5—figure supplement 1.**
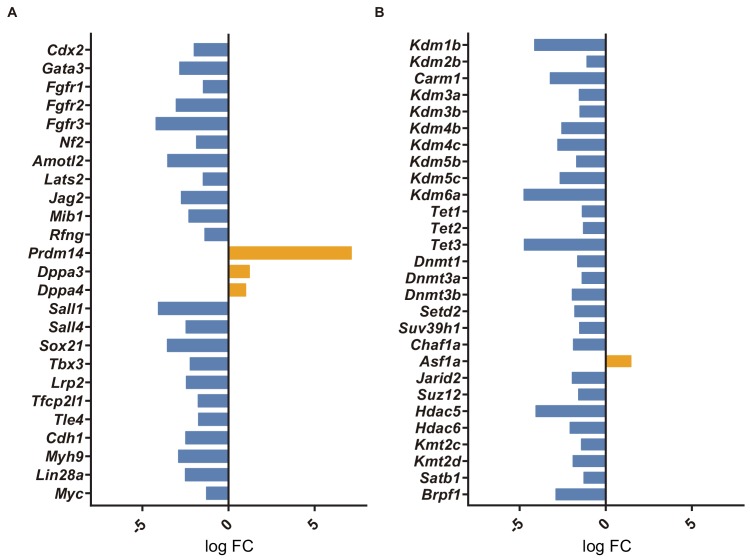
Transcriptome analysis of *Rbpj^-/-^* single morulae. Log FC of selected differentially expressed genes between control and *Rbpj^-/-^* embryos related to lineage programs (**A**) or chromatin modifiers (**B**).

**Figure 5—figure supplement 2.**
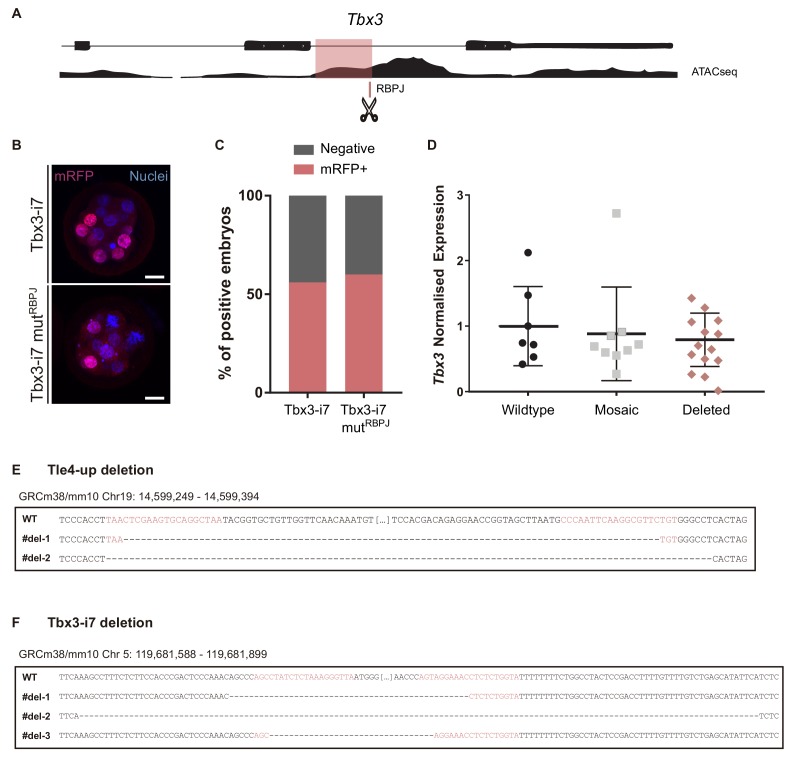
Regulation of *Tbx3* in the morula and genome editing. (**A**) Genomic landscape of the region surrounding the seventh intron of *Tbx3* indicating the location of the RBPJ motif and the ATAC-seq track. (**B**) Maximal projection confocal images after RFP immunostaining of representative transgenic embryos for the region highlighted in pink in (**A**) (top) or the mutated version for the RBPJ site (bottom). Nuclei were stained with DAPI. Scale bars, 20 μm. (**C**) Percentage of positive embryos in the transient transgenic assay of Tbx3-i7 region (n = 75) or the mutated version (n = 80). (**D**) *Tbx3* relative expression in single embryos (wildtype, n = 7; mosaic, n = 9; deleted, n = 10) after CRISPR/Cas9 deletion of the region containing the RBPJ motif. Data are means ± s.d. (**E**) Wildtype and deleted sequences of the Tle4-up region of embryos after CRISPR/Cas9 editing (mm10; chr19: 14,599,249–14,599,394). Two different deletions were found in seven sequenced embryos with a frequency of 5/7 and 2/7 respectively. (**F**) Wildtype and deleted sequences of the Tbx3i7 region of embryos after CRISPR/Cas9 editing (mm10; chr5: 119,681,588–119,681,899). Three different deletions were found in seven sequenced embryos with a frequency of 4/7, 2/7 and 1/7 respectively. Guide-RNAs are highlighted in pink.

To identify direct targets of Notch signalling at this stage, we searched for putative RBPJ binding sites in the vicinity of differentially expressed genes. We established an arbitrary window of 10 Kb surrounding each gene to perform the analysis and found RBPJ binding motifs in 1487 genes. We then examined how many of these putative binding sites were located in regions of open chromatin, a hallmark for active regulatory elements. For this, we took advantage of ATAC-seq profiles from published datasets of 8 cell mouse embryos (Wu et al., 2016), and reduced our list to 282 genes (Figure 5B; Figure 5—source data 2). Among these was *Cdx2*, where the predicted RBPJ sites and ATAC-seq open chromatin signature mapped to the TEE enhancer we had previously characterised (Rayon et al., 2014), thus validating this approach.

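All 282 genes of the list with an RBPJ motif in open chromatin were among the genes tested here, and most were lower in Rbpj-/- embryos. Between littermates 206 of them fell and 45 rose. With all 6 embryos limma passed none, at 163 lower and 35 higher at an unadjusted p under 0.05. Their median log2 fold change was −1.23 over all 6 embryos, −1.74 between littermates and −0.21 in the Rbpj-/- embryo of litter 810, in which 182 were below the mean of the controls and 100 above it. All 3 Rbpj-/- embryos were below all 3 controls for 123 of these genes and above them for 26, where chance gives on average 10% of genes for both together. The paper drew the list from genes called on the same embryos, so these counts, and the 129 lower and 24 higher when adjusted over the list alone, are not independent evidence of its direction.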

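Tle4, which encodes a Groucho-family corepressor, and Tbx3, a T-box transcription factor, were below all 3 controls in each Rbpj-/- embryo, with the embryo of litter 810 closest to the controls for both. Tle4 lies on chromosome 19 from 14448150 to 14598051 of GRCm38 and Tbx3 on chromosome 5 from 119670669 to 119684724. The value of Tle4 was 135 and 149 in the Rbpj-/- embryos of litter 808, 439.6 in that of litter 810 and 449 to 497 in the controls. Its log2 fold change over all 6 embryos was −1.19 (standard error 0.41, limma adjusted p = 0.211), and in the littermate comparison it fell by 1.74 on the log2 scale (standard error 0.20, adjusted p = 0.00178, 5.30e-07 to 0.530 over all alternatives). Tbx3 was at 92.6 and 107, 337 and 426 to 502 in the same groups. Its log2 fold change was −1.63 over all 6 embryos (standard error 0.44, limma adjusted p = 0.174) and −2.22 between littermates, where it fell (standard error 0.21, adjusted p = 0.000731, 4.93e-10 to 0.530 over all alternatives). DESeq2 passed neither over all 6 embryos (adjusted p = 0.184 for Tle4 and 0.0683 for Tbx3). In the embryo of litter 810 the log2 difference from the mean of the controls was −0.11 for Tle4 and −0.46 for Tbx3.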

We selected two genes as putative Notch targets, that were downregulated in *Rbpj*^-/-^ morulae and had been previously associated with exit from pluripotency in mouse ES cells: those coding for the Groucho-family transcriptional repressor TLE4 (Laing et al., 2015), and the T-box family transcription factor TBX3 (Russell et al., 2015; Waghray et al., 2015). Both genes are heterogeneously expressed in ES cells and repress naïve pluripotency genes. We hypothesized that *Tle4* and *Tbx3* could be direct targets of Notch, and that their downregulation could in part explain the blockade in differentiation that we observe in the RNA-seq. We independently confirmed downregulation of their expression after blocking the Notch pathway by treating wildtype embryos with the RO4929097 inhibitor from 2 cell to morula stage (Figure 5C).

An RBPJ motif search within ATAC-seq peaks in the vicinity of the genes identified two potential candidate regions located 1.3 Kb upstream of *Tle4* (Tle4-up; Figure 5D) and in the seventh intron of *Tbx3* (Tbx3-i7; Figure 5—figure supplement 2A), respectively. By means of transient transgenic assays (Rayon et al., 2014), we proved that these regions could act as transcriptional enhancers driving H2B-mRFP reporter expression in the morula (32% positive embryos for the 700 bp Tle4-up element, Figure 5E,F; and 56% for the 600 bp Tbx3-i7 element; Figure 5—figure supplement 2B,C). To test if Notch was directly involved, we mutated the RBPJ motif inside these regions and found that the activity of the Tle4-up mut^RBPJ^ fragment was significantly diminished (from 32% to 13% positive embryos, Figure 5E,F) while the Tbx3-i7 mut^RBPJ^ fragment was not affected (60% positive embryos, Figure 5—figure supplement 2B–C). Finally, to examine whether these enhancers were necessary for the expression of their putative target genes, we deleted the regions within the enhancers that contained the RBPJ motif by CRISPR/Cas9 mediated genome editing (Ran et al., 2013), and analysed gene expression by qPCR on individually edited morulae. For this we used two guide-RNAs flanking the regions that contained the putative RBPJ binding site, what generated deletions of approximately 150 bp (Figure 5—figure supplement 2E,F). We observed a significant decrease in *Tle4* expression in edited embryos (deleted, n = 10) as compared to injected embryos that had been partially (mosaic, n = 9) or not (wildtype, n = 14) edited (Figure 5G). However, *Tbx3* expression did not change when the RBPJ motif from the seventh intron was deleted (Figure 5—figure supplement 2D). These assays provide evidence that these genomic regions act as *cis*-regulatory elements and, in the case of *Tle4*, are directly regulated by RBPJ and necessary for correct expression.

### Notch levels coordinate the balance between naïve pluripotency and triggering of differentiation in ES cells

The transcriptomic profiling carried out in *Rbpj^-/-^* embryos identified genes related with naïve pluripotency among the upregulated genes. 

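Of 16 measured genes of naïve pluripotency, 2 rose in the Rbpj-/- embryos of litter 808 relative to their littermates (Prdm14 and Dppa3), 3 fell (Tfcp2l1, Tbx3 and Stat3) and the others did not pass the test. Once the length trend was removed, 1 fell (Tbx3) and 0 rose. Tfcp2l1, a transcription factor downstream of Stat3, was at 75.5 and 86.8 in these embryos, 226 in the Rbpj-/- embryo of litter 810 and 162 to 366 in the controls, and its log2 fold change between littermates went from −1.68 (standard error 0.34) to −1.03 (standard error 0.31, limma adjusted p = 0.0705) when that trend was removed. Dppa5a, an RNA-binding protein gene of pluripotent cells, was at 1387 and 2258, 1775 and 692 to 1339 in the same groups and did not pass. Over all 6 embryos limma passed none of the 16. At an unadjusted p under 0.05, 5 were higher (Nanog, Zfp42, Prdm14, Dppa3 and Dppa5a) and 2 lower (Tfcp2l1 and Tbx3), of which 1 higher and 1 lower passed when adjusted over the list alone. The paper named Prdm14, Dppa3, Tfcp2l1 and Tbx3 from the same embryos, so that for them this is not independent evidence. On the recovered reads, edgeR's quasi-likelihood test called none and DESeq2 called 1, Dppa3. The median log2 fold change of the list was −0.07 over all 6 embryos and 0.20 in the embryo of litter 810, and limma's camera did not call it (adjusted p = 0.411).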

Naïve pluripotency corresponds to a state in which cells are not prone to differentiate, in contrast to primed pluripotency (Kalkan and Smith, 2014). These pluripotent states as well as the transition between them have been extensively studied in ES cells and EpiLCs, in vitro counterparts of the epiblast of the blastocyst stage preimplantation embryo and the postimplantation pre-gastrulating epiblast respectively (Hackett and Surani, 2014). Interestingly, some of these naïve markers such as *Prdm14* are initially expressed at the 2- and 4-cell stage, switched off in the morula and re-expressed in the ICM of the blastocyst (Burton et al., 2013). Analysis of published single-cell RNA-seq data (Goolam et al., 2016) confirmed that *Prdm14* decreased dramatically from the 4- to 8-cell stage, and expression of *Dppa3* also decreases from the 2- to the 4-cell stage (Figure 6—figure supplement 1). In contrast, *Tle4* and *Tbx3* levels increased from the 4- to 8-cell stage (Figure 6—figure supplement 1). Our data from *Rbpj^-/-^* morulae suggests that embryos do not switch off *Prdm14* and *Dppa3*, and inhibiting Notch with RO4929097 from the 2- to 4-cell stage confirmed the effect on *Prdm14*, whose levels were significantly increased after the treatment (Figure 6—figure supplement 2).

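Prdm14 transcripts were sequenced in each of the 3 Rbpj-/- morulae and were nearly undetected in the controls, whose libraries were deeper. The gene lies on chromosome 1 from 13113457 to 13127163 of GRCm38. It had 12 and 18 reads in the Rbpj-/- embryos of litter 808 and 118 in that of litter 810, 148 in all, against 1 read in the 3 controls together. Relative to the depth of the libraries this is a ratio of 355 (95% exact interval 62.7 to 14115, counting error only). The ratio rests on single libraries, as seen when each was left out in turn, an alternative added after the data were seen. It was 171 (28.5 to 6987) without the embryo of litter 810 and 231 (40.8 to 9169.6) without the wildtype embryo that had no read. Without the other wildtype embryo the controls had 0 reads, and Prdm14 was at least 77.5-fold higher against a limit of 3 reads over the remaining controls. Dppa3, in contrast, was sequenced in every embryo, with 14973, 22194 and 30426 reads in Rbpj-/- embryos and 33185 to 33490 in controls. The two-sided exact permutation test of 3 embryos against 3 gave p = 0.1 for each gene, the smallest that it can give.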

We wondered if the effect of Notch guiding differentiation programs that we had seen in the embryo was also occurring in ES cells. We used iChr-Notch-Mosaic ES cells (Pontes-Quero et al., 2017) to confront populations with different Notch levels using the same strategy than we had previously used in the embryo (Figure 6A). After recombination by transfection with *Cre*, ES cells were sorted according to the fluorescent reporter cassette they expressed (Figure 6B). We measured expression levels of naïve pluripotency markers by qPCR, and found that levels of *Prdm14* and *Dppa3* correlated negatively with Notch activity but other markers such as *Nanog* or *Esrrb* were not altered (Figure 6C). We next asked how Notch would affect the differentiation potential of pluripotent cells using this system. For that, we allowed sorted iChr-Notch-Mosaic ES cells grown in serum +LIF to differentiate for 48 hr after LIF removal and analysed the expression of genes related to early differentiation at different time points (Figure 6D). On the one hand, we observed that the peak of expression of *Tle4*, and the early epiblast markers *Fgf5* and *Pou3f1* occurred earlier and remained at higher levels in Notch GOF than in wildtype ES cells. On the other hand, Notch LOF cells never reached normal levels of *Tbx3* or *Fgf5* during the differentiation process (Figure 6E). These results suggest that Notch is not only sufficient to drive expression of some differentiation markers such as *Tle4*, but also necessary to achieve proper levels of others such as *Tbx3*. However, modulation of Notch levels is not enough to change expression of pluripotency markers once ES cells have started the differentiation process (Figure 6—figure supplement 3). If we carried out the experiment but using ES cells maintained under naïve conditions (2i + LIF), we observed similar dynamics for *Tle4* and *Tbx3* and other early epiblast markers, but no changes in later differentiating genes (Figure 6—figure supplement 4). Overall, our results suggest that Notch is involved in coordinating exit from pluripotency and promoting cell differentiation in ES cells, mirroring its role in the early embryo.

**Figure 6.**
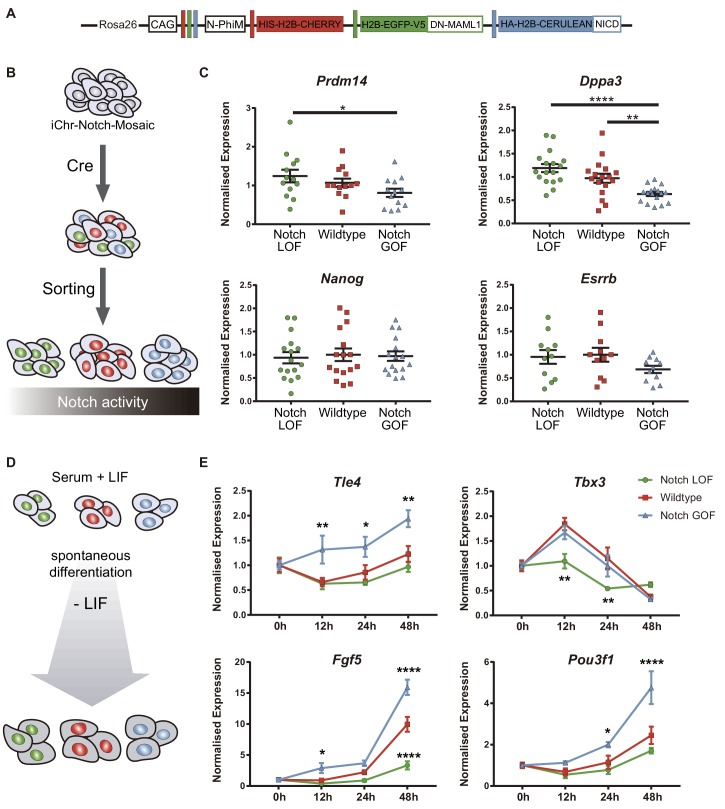
Notch promotes exit from naïve pluripotency and cell differentiation of ES cells. (**A**) Construct showing the wildtype (red), Notch loss of function (green) and Notch gain of function (blue) cassettes from iChr-Notch-Mosaic ES cells. (**B**) Schematic diagram of experimental design, where iChr-Notch-Mosaic ES cells were recombined with Cre and sorted according to Notch activity. (**C**) *Prdm14*, *Dppa3*, *Nanog* and *Esrrb* normalised expression in iChr-Notch-Mosaic ESCs after sorting of Notch LOF, wildtype and Notch GOF populations (n = 13 for *Prdm14*, n = 17 for *Dppa3*, n = 16 for *Nanog*, n = 11 for *Esrrb*). (**D**) Schematic diagram of experimental design, where sorted recombined iChr-Notch-Mosaic ES cells were differentiated after LIF removal. (**E**) *Tle4*, *Tbx3*, *Fgf5* and *Pou3f1* normalised expression in Notch LOF, Wildtype and Notch GOF cells at 0 hr, 12 hr, 24 hr and 48 hr after LIF withdrawal (n = 6). Data are means ± s.e.m. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 in relation to wildtype cells by ANOVA with Fisher post-test.

**Figure 6—figure supplement 1.**
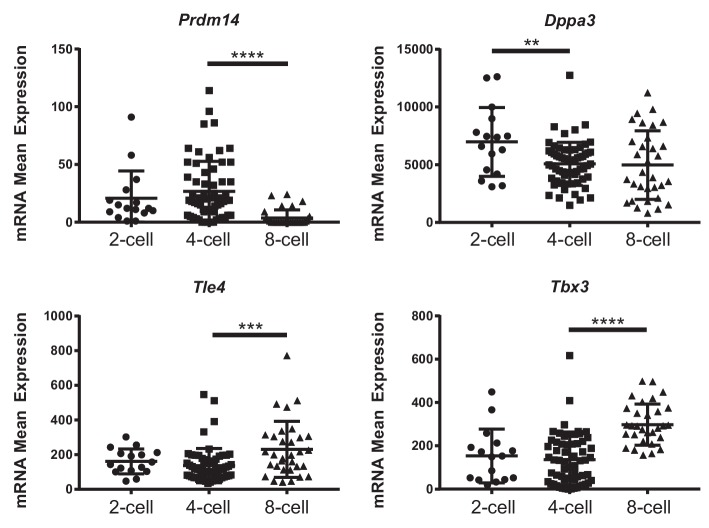
Expression of naïve pluripotency markers in the preimplantation embryo. Expression of *Pdrm14*, *Dppa3*, *Tle4* and *Tbx3* in 2-, 4- and 8-cell stage single-cell RNA-seq data from Goolam et al. (2016). Data are means ± s.d. **p<0.01, ***p<0.001, ****p<0.0001 by ANOVA with Fisher post-test.

**Figure 6—figure supplement 2.**
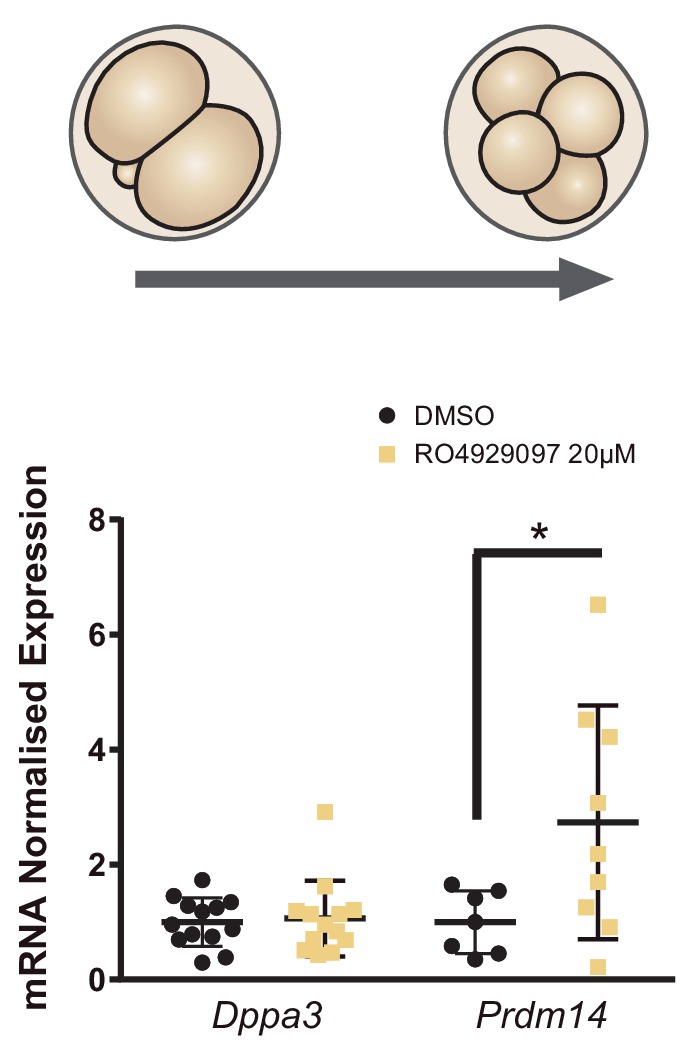
Notch inhibition increases *Prdm14* in the 4 cell embryo. *Dppa3* and *Prdm14* relative expression in pools of 30 embryos after treatment with RO4929097 to block Notch from 2- to 4-cell stage. Pools of embryos treated with DMSO were used as controls (n = 7–13) n represents number of unique pools of embryos. Data are means ± s.d. *p<0.05 by Student’s t-test.

**Figure 6—figure supplement 3.**
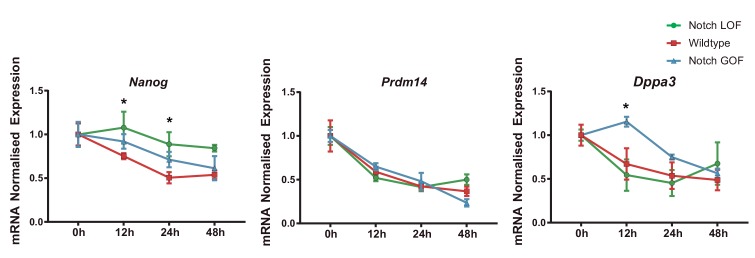
Expression of naïve pluripotency markers in differentiating ES cells. *Nanog*, *Prdm14* and *Dppa3* relative expression in Notch LOF, Wildtype and Notch GOF ES cells at 0 hr, 12 hr, 24 hr and 48 hr after LIF withdrawal to promote differentiation (n = 6). Data are means ± s.e.m. *p<0.05 by ANOVA with Fisher post-test.

**Figure 6—figure supplement 4.**
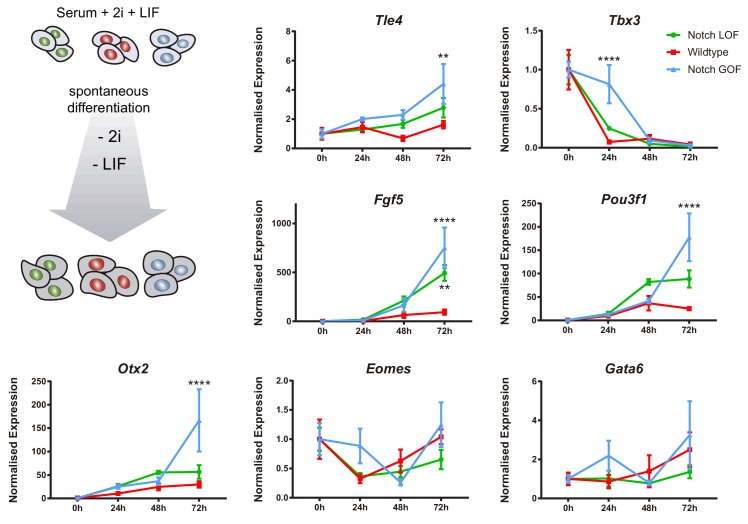
Notch promotes differentiation of naïve ES cells. Schematic diagram of experimental design, where naïve iChr-Notch-Mosaic ES cells cultured in 2i + LIF conditions were differentiated after removal of 2i + LIF (left). *Tle4*, *Tbx3*, *Fgf5*, *Pou3f1, Otx2, Eomes* and *Gata6* normalised expression in Notch LOF, Wildtype and Notch GOF cells at 0 hr, 24 hr, 48 hr and 72 hr after 2i + LIF withdrawal (n = 3–4). Data are means ± s.e.m. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 in relation to wildtype cells by ANOVA with Fisher post-test.

## Discussion

During the first three days of mouse embryonic development, cells lose their totipotent capacity as they form the first differentiated population, the trophectoderm (TE). In this study, we show that Notch signalling regulates the early expression of *Cdx2*, a key element in TE specification, and that this is later reinforced by the input of Hippo signalling through YAP and TEAD4. Hippo has been shown to act as a readout of cell polarity (Anani et al., 2014; Hirate et al., 2015) and it activates *Cdx2* in cells that have established an apical domain. However, the initial triggering of *Cdx2* both in inner and outer cells (Dietrich and Hiiragi, 2007; Posfai et al., 2017) suggested that inputs other than Hippo would initially be acting because its expression could not be explained only by YAP/TEAD4 activity. In fact, previous reports have described that although in most *Tead4^-/-^* blastocysts CDX2 is not detected, earlier *Tead4^-/-^* morulae retain CDX2 expression (Nishioka et al., 2008). Similarly, double *Wwtr1;Yap1* mutant embryos show some residual CDX2 expression (Frum et al., 2018). In agreement with these observations, we found blastomeres in the morula that express CDX2 but do not have nuclear YAP. In this situation, expression of CDX2 is likely due to Notch activity as the CBF1-VENUS reporter, used as a proxy for activity of the pathway (Nowotschin et al., 2013), is present in those cells. The analysis of *Rbpj* and *Notch1* mutants in early and late morulae, as well as pharmacological treatments of preimplantation embryos, further support the notion that the input provided by Notch is necessary for the early phases of *Cdx2* expression. These results show that Notch and Hippo have non-redundant but partially overlapping roles in early and late phases of *Cdx2* expression, respectively. Furthermore, only double knockout morulae for *Rbpj* and *Tead4* completely lack CDX2, and all CDX2 positive cells have at least one of the two pathways active. These findings support a model whereby overlapping or complementary inputs from different signalling pathways may provide robustness in the system, buffering any disturbances and ensuring proper development (Menchero et al., 2017). In such a model, Notch and Hippo would ensure the correct specification and maintenance of the TE respectively (Rayon et al., 2014).

The crosstalk between YAP and Notch has been studied in different cellular contexts (Totaro et al., 2018). YAP acts upstream of Notch in controlling epidermal stem cell fate or liver cell fate (Totaro et al., 2017; Yimlamai et al., 2014) while Notch is upstream of YAP in the corneal epithelium during chronic inflammation (Nowell et al., 2016). Also, YAP and Notch can cooperate to control the onset of oscillations in the segmentation clock (Hubaud et al., 2017) and they interact to promote the expression of *Jag1* in smooth muscle cells (Manderfield et al., 2015). During TE establishment, YAP and Notch have also been shown to interact through SBNO1, and act synergistically to regulate *Cdx2* (Watanabe et al., 2017). In this context, our results show that both pathways are acting in parallel since there is no correlation among YAP and CBF1-VENUS expression levels in single blastomeres in morula stage embryos. In addition, loss of the NOTCH1 receptor or RBPJ does not affect YAP/TEAD4 localisation and vice versa, *Tead4* knockout does not alter CBF-VENUS expression in the blastocyst. Nevertheless, several components of the Hippo pathway are downregulated in *Rbpj^-/-^* morulae, so we cannot rule out the possibility of cross-transcriptional regulation between the pathways.

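Of 26 measured Hippo pathway genes, 9 fell in the Rbpj-/- embryos of litter 808 relative to their littermates and none rose. They were Nf2, Amotl2, Lats2, Stk4 (the kinase MST1), Mob1a, Wwc2, Frmd6, Ajuba and Taok2, which act upstream of YAP. Nf2 had a log2 fold change of −1.84 between littermates (standard error 0.25, limma adjusted p = 0.00274, 4.44e-06 to 0.530 over all alternatives) and Lats2 one of −1.64 (standard error 0.47, limma adjusted p = 0.0399, 0.0135 to 0.530 over all alternatives). In the Rbpj-/- embryo of litter 810 they lay −0.50 and −1.02 from the mean of the controls on the log2 scale. Limd1, a LIM protein that binds LATS kinases, was at 0.726 and 1.48 in the Rbpj-/- embryos of litter 808, 0.188 in that of litter 810 and 5.36 to 13.6 in the controls, and did not pass between littermates. Over all 6 embryos limma and edgeR passed none of the 26, 8 were lower and none higher at an unadjusted p under 0.05, 3 were lower when adjusted over the list alone, and DESeq2 called 1. The paper named Nf2, Amotl2 and Lats2 from the same embryos, so that for them the count is not independent evidence. With the length trend removed 5 of the 26 fell between littermates, and Lats2, Stk4, Frmd6 and Ajuba did not pass (log2 fold change of Lats2 −1.13, standard error 0.47, limma adjusted p = 0.168). The median log2 fold change of the list was −0.72 over all 6 embryos, and 12.5% of random lists matched on transcript length and mean expression had a lower median. Camera called the list lower with the preset correlation (adjusted p = 0.00165), a call lost with an estimated correlation (adjusted p = 0.477 with an estimated correlation).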

The role of Notch signalling in the specification of cell fates during development has been widely studied (Koch et al., 2013). Notch promotes heterogeneities and reinforces differences between neighbouring cells, explaining the segregation of cell fates in multiple processes and in different species (Artavanis-Tsakonas et al., 1999). The heterogeneous activity of CBF-VENUS in the 4-cell stage coincides with the loss of cell equivalence and emergence of differences among blastomeres. Other factors have been shown to be differentially expressed among blastomeres of the 4 cell mouse embryo (Burton et al., 2013; Goolam et al., 2016), suggesting that this is the moment when cells lose their homogeneous state to start desynchronizing and differentiating. Interestingly, *Prdm14*, one of these factors, and Notch show divergent patterns of expression during development. *Prdm14* is first expressed at the 2- and 4-cell stage, to be turned off and then re-expressed in the ICM of the blastocyst and later in the primordial germ cells (Burton et al., 2013; Yamaji et al., 2008). In contrast, the Notch pathway, as revealed by the CBF-Venus reporter, begins to be active at the 4-cell stage, it is active in most of the cells of the morula, and is later restricted to the TE of the blastocyst. After implantation, Notch activity is detected throughout the epiblast (Nowotschin et al., 2013). It has been suggested that *Prdm14* expression coincides with conditions where groups of cells show an undetermined state, while Notch is activated when cells transition towards their next developmental phase. Our results suggest that Notch would be regulating these transitions by downregulating *Prdm14* expression. 

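The FGF receptor genes Fgfr2 and Fgfr3 and the maintenance methyltransferase gene Dnmt1 fell in the Rbpj-/- embryos of litter 808 relative to their littermates, as did Dnmt3b, whereas Fgfr1 did not pass. Fgfr2 was at 21.8 and 5.65 in these embryos, 105 in the Rbpj-/- embryo of litter 810 and 92.3 to 143 in the controls. Its log2 fold change was −3.15 between littermates (standard error 0.50, limma adjusted p = 0.00493, 3.55e-05 to 0.545 over all alternatives) and −2.11 over all 6 embryos (standard error 0.79, adjusted p = 0.240). Fgfr3 was at 0.726 and 3.44, 31.7 and 27.8 to 48.9 in the same groups, with a log2 fold change of −3.87 between littermates (standard error 0.61, limma adjusted p = 0.00467, 3.69e-06 to 0.530 over all alternatives) and −2.69 over all 6 embryos. Fgfr1 was at 33.0 and 9.83, 46.7 and 45.1 to 71.8, a log2 fold change of −1.60 between littermates (standard error 0.51, limma adjusted p = 0.0570, 0.0302 to 0.602 over all alternatives). Dnmt1 was at 16.0 ± 7.33 (SD, n = 3) in Rbpj-/- embryos and 44.7 ± 7.02 (SD, n = 3) in controls, and was below all controls in the embryo of litter 810 as well, at 18.8 (log2 fold change over all 6 embryos −1.53, standard error 0.50, limma adjusted p = 0.202, 0.0202 to 0.530 over all alternatives). Between littermates Dnmt1 passed narrowly (log2 fold change −1.71, standard error 0.51, limma adjusted p = 0.0469), and it did not pass with the length trend removed, an alternative added after the data were seen (log2 fold change −1.15, standard error 0.50, adjusted p = 0.192). Of these 5 genes, limma and edgeR passed none over all 6 embryos, 4 were lower at an unadjusted p under 0.05 and DESeq2 called 1 (Dnmt3b). The 4 lower when adjusted over the list alone are not independent evidence, because the paper chose the genes on these embryos. For both Fgfr2 and Fgfr3 the embryo of litter 810 was inside the range of the controls.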

In line with the upregulation of *Prdm14* in embryos that lack Notch activity, we observed in the RNA-seq data from *Rbpj*^-/-^ morulae a downregulation of Fgf receptors (*Fgfr1*, *2* and *3*) and DNA methyltransferases (*Dnmt3b*, *Dnmt1*), which are known to be repressed by PRDM14 (Grabole et al., 2013; Yamaji et al., 2013). It is also interesting to note that in our mosaic ES cell experiments, Notch levels correlate with those of *Prdm14* and *Dppa3*, but not with other pluripotency markers such as *Nanog* or *Esrrb*. Therefore, Notch is not simply turning off the general pluripotency network to promote differentiation, but acting on a subset of early naïve pluripotency markers.

Interplay between Notch and chromatin remodellers has been reported in several situations (Schwanbeck, 2015). Expression changes in chromatin modifiers precede the action of transcription factors that consolidate lineage choices during preimplantation development (Burton et al., 2013). Therefore, these alterations suggest that *Rbpj^-/-^* embryos do not established correct epigenetic landscapes, do not switch off early markers such as *Prdm14* or *Dppa3* and are not able to properly trigger differentiation programs leading to a delay in the expression of lineage specifiers such as *Cdx2*. In this regard, it is interesting to note that *Rbpj* mutant morulae downregulate *Chaf1a*, which encodes the large subunit of the histone-chaperone CAF-1. 

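Chaf1a was lower in all 3 Rbpj-/- embryos than in any control. The gene lies on chromosome 17 from 56040439 to 56072289 of GRCm38. Its value was 22.9 and 21.6 in the Rbpj-/- embryos of litter 808, 43.1 in that of litter 810 and 76.5 to 86.8 in the controls. For all 6 embryos Chaf1a had a log2 fold change of −1.52 (standard error 0.39, limma adjusted p = 0.174). In the littermate comparison it fell, with a log2 fold change of −1.83 (standard error 0.32, limma adjusted p = 0.00659, 9.31e-05 to 0.530 over all alternatives). DESeq2 called it over all 6 embryos (adjusted p = 0.0259). The exact permutation test gave p = 0.1, two-sided, which 3 embryos against 3 cannot go below.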

Loss of CAF-1 promotes ES cells to transit to an earlier, totipotent 2-cell-like state (Ishiuchi et al., 2015), and acts as a barrier for reprogramming (Cheloufi et al., 2015). Furthermore, knockout of *Chaf1a* leads to developmental arrest at the 16-cell stage and a loss of heterochromatin (Houlard et al., 2006). Thus, CAF-1 acts as a driver of differentiation in pluripotent cells. Interestingly, studies in *Drosophila* have shown that CAF-1 mediates downstream effect of the Notch pathway (Yu et al., 2013). On the other hand, *Asf1a*, which encodes another histone chaperone, is among the few genes observed to be upregulated in *Rbpj^-/-^* embryos. 

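Asf1a, a chaperone of histones H3 and H4, was higher in all 3 Rbpj-/- embryos than in any control, by little in the embryo of litter 810. The gene lies on chromosome 10 from 53596757 to 53609225 of GRCm38. Its value was 71.9 and 162 in the Rbpj-/- embryos of litter 808, 55.2 in that of litter 810 and 32.0 to 53.9 in the controls. For all 6 embryos Asf1a had a log2 fold change of 1.03 (standard error 0.44, limma adjusted p = 0.289). In the littermate comparison it rose, with a log2 fold change of 1.35 (standard error 0.41, limma adjusted p = 0.0490, 0.0118 to 0.571 over all alternatives). DESeq2 did not call it over all 6 embryos (adjusted p = 0.111), and it did not pass in the littermate comparison once a trend with transcript length was removed, an alternative added after the data were seen (log2 fold change 1.07, standard error 0.40, adjusted p = 0.125). It was the gene that rose among the 28 chromatin modifiers of the paper's figure.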

Forced expression of *Asf1a* promotes reprogramming of human ES cells (Gonzalez-Muñoz et al., 2014), revealing a critical role in maintaining pluripotency. Furthermore, *Suv39h1*, a regulator of H3K9me3-heterochromatin that restrict cell plasticity and stemness (Yadav et al., 2018), is also downregulated in Notch loss-of-function morulae. 

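Suv39h1, an H3K9 methyltransferase gene on the X chromosome, fell in the Rbpj-/- embryos of litter 808 relative to their littermates, and was higher in the Rbpj-/- embryo of litter 810 than in any control. The gene lies on chromosome X from 8061171 to 8074760 of GRCm38. Its value was 32.7 and 11.3 in the Rbpj-/- embryos of litter 808, 80.5 in that of litter 810 and 49.9 to 73.7 in the controls. For all 6 embryos Suv39h1 had a log2 fold change of −0.96 (standard error 0.60, limma adjusted p = 0.437). In the littermate comparison it fell, with a log2 fold change of −1.62 (standard error 0.46, limma adjusted p = 0.0391, 0.0315 to 0.839 over all alternatives). DESeq2 did not call it over all 6 embryos (adjusted p = 0.628), nor did limma between littermates after removal of a trend with transcript length, an alternative added after the data were seen, which left the log2 fold change at −1.53 (standard error 0.48, adjusted p = 0.0761), less than its standard error away from the value with the trend.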

In conclusion, we observed that during preimplantation development, Notch regulates critical epigenetic components that mediate transitions along the progressive restriction of potency that occurs in the early embryo.

In this study, we have also identified novel putative targets positively regulated by the Notch pathway, such as *Tle4* and *Tbx3* whose role in the exit from pluripotency has been described in ES cells (Laing et al., 2015; Russell et al., 2015; Waghray et al., 2015). Their increase in expression from 2 cell to morula supports their possible role in promoting early differentiation in vivo as well. TLE4 does not bind directly to DNA, but associates with other proteins to act as a transcriptional corepressor (Kaul et al., 2015). It will be of great interest to identify its transcriptional partners during preimplantation development and elucidate the mechanism by which it allows cell differentiation in this context. The role of TBX3 is more complex since, in addition to promoting differentiation, it has also been associated with pluripotency maintenance (Han et al., 2010; Niwa et al., 2009). Furthermore, in vivo TBX3 is detected in most of the cells of the morula but it is later restricted to the ICM (Russell et al., 2015), following a complementary pattern to Notch. Thus, *Tbx3* regulation must involve Notch-dependant and Notch-independent inputs, what could explain why the mutation or deletion of the RBPJ motif present in the intronic *Tbx3* regulatory element did not disrupt enhancer activity or endogenous expression.

The role of Notch in ES cells had already been explored in the context of neural differentiation (Lowell et al., 2006). Blocking Notch signalling prevents ES cells from adopting a neural fate while its overexpression increases the frequency of neural specification. Our results suggest that Notch might have a more general role in promoting early differentiation, with a more specific function in neural specification at later stages (Lowell et al., 2006). In summary, our findings suggest that Notch acts by promoting the gradual loss of potency in the early embryo, which is subsequently reinforced by additional mechanisms, such as heterochromatin formation before the morula stage, or differential activation of the Hippo pathway at the morula-to-blastocyst transition. Therefore, in order to correctly specify a given lineage, such as the trophectoderm, Notch is simultaneously activating fate choice markers such as *Cdx2* and inducing a differentiation-prone state by lowering levels of naïve markers.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain (*Mus musculus*)	CD1	Charles Rivers		
Strain (*Mus musculus*)	C57Bl/6	Charles Rivers		
Strain (*Mus musculus*)	CBA	Charles Rivers		
Genetic reagent (*M. musculus*)	CBF1-VENUS	Nowotschin et al., 2013	MGI:5487911	Dr. Anna-Katerina Hadjantonakis
Genetic reagent (*M. musculus*)	Rbpj null	Oka et al., 1995	MGI:1857411	Dr. Jose Luis de la Pompa
Genetic reagent (*M. musculus*)	Notch1 null	Conlon et al., 1995	MGI:1857230	Dr. Jose Luis de la Pompa
Genetic reagent (*M. musculus*)	Tead4 null	Nishioka et al., 2008	MGI:3770620	Dr. Hiroshi Sasaki
Genetic reagent (*M. musculus*)	iChr-Control-Mosaic	Pontes-Quero et al., 2017	MGI:6108166	Dr. Rui Benedito
Genetic reagent (*M. musculus*)	iChr-Notch-Mosaic	Pontes-Quero et al., 2017		Dr. Rui Benedito
Genetic reagent (*M. musculus*)	Polr2a-CreERT2	Guerra et al., 2003	MGI:3772332	Dr. Miguel Torres
Cell line (*M. musculus*)	iChr-Notch-Mosaic ESC	Pontes-Quero et al., 2017		Dr. Rui Benedito
Antibody	anti-CDX2 (mouse monoclonal)	BioGenex	MU392-UC	(1:200)
Antibody	anti-CDX2 (rabbit monoclonal)	Abcam	ab76541	(1:200)
Antibody	anti-YAP (mouse monoclonal)	Santa Cruz Biotechnology	sc-101199	(1:200)
Antibody	anti-pERM (rabbit polyclonal)	Cell Signalling	3141	(1:250)
Antibody	anti-E-Cadherin (rat monoclonal)	Sigma	U3254	(1:250)
Antibody	anti-TEAD4 (mouse monoclonal)	Abcam	ab58310	(1:100)
Antibody	anti-DsRed (rabbit polyclonal)	Living Colors, Clontech	632496	(1:400)
Antibody	anti-GFP (goat polyclonal)	Acris, Origene	R1091P	(1:200)
Antibody	anti-HA (rat monoclonal)	Sigma	11867423001	(1:200)
Recombinant DNA reagent	Tle4-up_H2BmRFP	This paper		modified pBluescript vector
Recombinant DNA reagent	Tbx3-i7_H2BmRFP	This paper		modified pBluescript vector
Sequence-based reagent	qPCR primers	This paper		SeeSupplementary file 1
Commercial assay or kit	PicoPure RNA Isolation Kit	ThermoFisher	KIT0204	
Chemical compound, drug	RO4929097	Selleckchem	S1575	
Chemical compound, drug	Verteporfin	Sigma	SML0534	
Software, algorithm	MINS	Lou et al., 2014		
Software, algorithm	GraphPad Prism	www.graphpad.com	RRID:SCR_015807	
Software, algorithm	Fiji	fiji.sc	RRID:SCR_002285	
Software, algorithm	R Project for Statistical Computing	www.r-project.org	RRID:SCR_001905	

### Animal experimentation

The following mouse lines were used in this work: *CBF1-VENUS* (Nowotschin et al., 2013), *Rbpj* null (Oka et al., 1995), *Tead4* null (Nishioka et al., 2008), *Notch1* null (Conlon et al., 1995), *iChr-Notch-Mosaic* (Pontes-Quero et al., 2017), *iChr-Control-Mosaic* (Pontes-Quero et al., 2017), *Polr2a^CreERT2^* (Guerra et al., 2003). All the lines were maintained in heterozygosis in an outbred background. Adults were genotyped by PCR of tail-tip DNA using primers and conditions previously described for each line. For preimplantation embryos, genotyping was performed directly on individually isolated embryos after recovery, culture or antibody staining.

Mice were housed and maintained in the animal facility at the Centro Nacional de Investigaciones Cardiovasculares (Madrid, Spain) in accordance with national and European Legislation. Procedures were approved by the CNIC Animal Welfare Ethics Committee and by the Area of Animal Protection of the Regional Government of Madrid (ref. PROEX 196/14).

### Embryo collection and culture

Females from the different mouse lines or outbred CD1 were superovulated as previously described (Behringer et al., 2014), except in the case of embryos to be used for RNA-seq. For embryo culture, zygotes were collected from oviducts, treated with hyaluronidase (Sigma) to remove cumulus cells and cultured until the desired stage at 37.5°C, 5% CO_2_, in M16 medium (Sigma) covered with mineral oil (NidOil, EMB). For experiments that did not require culture, embryos were collected at morula or blastocyst stage by flushing the oviduct or the uterus with M2 medium (Sigma) and fixed.

### Immunofluorescence of preimplantation embryos

Immunofluorescence was performed as previously described (Dietrich and Hiiragi, 2007). The following antibodies and dilutions were used: monoclonal mouse anti-CDX2 (MU392-UC, BioGenex) 1:200, rabbit monoclonal anti-CDX2 (ab76541, Abcam) 1:200, mouse monoclonal anti-YAP (sc-101199, Santa Cruz Biotechnology) 1:200, rabbit polyclonal anti-pERM (3141, Cell Signalling) 1:250, rat monoclonal anti-E-Cadherin (U3254, Sigma) 1:250, mouse monoclonal anti-TEAD4 (ab58310, Abcam) 1:100, rabbit polyclonal anti-DsRed (632496 living colors Clontech) 1:400, goat polyclonal anti-GFP (R1091P, Acris, Origene) 1:200, rat monoclonal anti-HA (11867423001, Sigma) 1:200. Secondary Alexa Fluor conjugated antibodies (Life Technologies) were used at 1:1000. Nuclei were visualized by incubating embryos in DAPI at 1 μg/ml.

### Imaging and quantification

Images of antibody-stained embryos were acquired on glass-bottomed dishes (Ibidi or MatTek) with a Leica SP5, Leica SP8 or Zeiss LSM880 laser scanning confocal microscopes. The same parameters were used for imaging each experiment. Semi-automated 3D nuclear segmentation for quantification of fluorescence intensity was carried out using MINS, a MATLAB-based algorithm (http://katlab-tools.org/) (Lou et al., 2014), and analysed as previously described (Saiz et al., 2016). To correct z-associated attenuation, intensity levels were fit to a linear model. Mitotic and pyknotic nuclei were excluded from the analysis. For defining cells as positive or negative for a given nuclear marker, we ordered cells by intensity levels and established a threshold for each experiment based on manual verification of the point where nuclear and cytoplasmic signals were equal. This process was repeated independently for each set of embryos processed and imaged in parallel, to overcome inter-experimental variability.

For live imaging, embryos were cultured in microdrops of KSOM on glass-bottomed dishes (MatTek) in an environmental chamber as described previously (Xenopoulos et al., 2015). Images were acquired with a Zeiss LSM880 laser scanning confocal microscope system using a 40x objective. An optical section interval of 1.5 μm was acquired per z-stack, every 15 min.

Cell tracking of 3D-movies was carried out using a TrackMate plugin in Fiji (Fernández-de-Manúel et al., 2017; Schindelin et al., 2012; Tinevez et al., 2017). The 3D reconstruction of the embryos and position of the cells was done using MatLab. The shape of the embryos was fitted into an ellipse and the coordinates in X, Y, Z for each blastomere were normalised to the centroid of the ellipse. The algorithm assigned an inner or outer position to each blastomere according to an established threshold, and they were manually verified. The intensity levels of VENUS fluorescent protein in each cell and time point were normalised according to the Z-position to correct the decay of signal intensity due to the distance with the objective (Saiz et al., 2016). The frequencies of the intensity levels for each embryo followed a Gaussian distribution. In order to compare different embryos, intensity levels were normalised so that the mean was 0 and the standard deviation was 1.

### Pharmacological inhibitor treatments

Two-cell or morula stage embryos were cultured in drops of M16 medium (Sigma) covered with mineral oil (NidOil, EMB) at 37°C, 5% CO_2_, containing the corresponding pharmacological inhibitor or only DMSO as control until the corresponding stage. The following inhibitors and concentrations were used: 10 or 20 μM of the γ-secretase inhibitor RO4929097 (S1575, Selleckchem) (Münch et al., 2013) and 10 μM of the TEAD/YAP inhibitor Verteporfin (SML0534, Sigma) (Liu-Chittenden et al., 2012).

### Quantitative-PCR

RNA from pools of 25–30 embryos (for pharmacological inhibitor experiments) or from single embryos (for CRISPR/Cas9 editing) was isolated using the Arcturus PicoPure RNA Isolation Kit (Applied Biosystems) and reverse transcribed using the Quantitect Kit (Qiagen). RNA was isolated from ES cells with the RNeasy Mini Kit (Qiagen) and reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). cDNA was used for quantitative-PCR (qPCR) with Power SYBR Green (Applied Biosystems) in a 7900HT Fast Real-Time PCR System (Applied Biosystems). Expression of each gene was normalized to the expression of the housekeeping genes *Actin* (in mESC or pools of embryos) or *18S rRNA* (in single embryos). Primers used are detailed in Supplementary file 1.

### RNA-sequencing data analysis

RNA-seq was performed on single morulae. cDNA synthesis was performed using SMART-Seq Ultra Low Input RNA Kit (Clontech). Library preparation and sequencing was performed by the CNIC Genomics Unit using the Illumina HiSeq 2500 sequencer. Gene expression analysis was performed by the CNIC Bioinformatics Unit. Reads were mapped against the mouse transcriptome (GRCm38 assembly, Ensembl release 76) and quantified using RSEM v1.2.20 (Li and Dewey, 2011). Raw expression counts were then processed with an analysis pipeline that used Bioconductor packages EdgeR (Robinson et al., 2010) for normalisation (using TMM method) and differential expression testing. Expression data of *Rbpj* and *Neo* were used to genotype the samples. 

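Rbpj lies on chromosome 5 from 53466152 to 53657362 of GRCm38 and had 29, 99 and 14 reads in the Rbpj-/- embryos, against 482 in the heterozygote and 1653 and 1446 in the wildtype embryos. Its log2 fold change was −3.09 over all 6 embryos (standard error 0.81, limma adjusted p = 0.174) and −2.13 between littermates, where it fell (standard error 0.60, adjusted p = 0.0374, 0.00674 to 0.530 over all alternatives). It did not pass limma between littermates with the length trend removed (log2 fold change −1.59, standard error 0.58, adjusted p = 0.119). DESeq2 called it over all 6 embryos (adjusted p = 0.0304). The log2 difference from the mean of the controls was −5.01 in the embryo of litter 810. Rbpsuh-rs3, a retrotransposed copy of Rbpj, was likewise lower in every Rbpj-/- embryo than in the heterozygote and lower there than in the wildtype embryos, with a value of 0 and 3.93 in the Rbpj-/- embryos of litter 808, 0.659 in that of litter 810, 13.9 in the heterozygote and 42.9 and 47.5 in the wildtype embryos. Reads of near-identical sequence can be divided between the gene and this copy in the authors' quantification, so both values are uncertain. Expression of Neo is not analysed here.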

Three mutant and three control (two wildtype and one heterozygote) embryos were selected for analysis. 

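Both Y-linked genes measured had reads in all 6 embryos, with values of 7.53 to 37.4 for Kdm5d, a histone demethylase gene, and of 2.92 to 12.0 for Uty. The Rbpj-/- embryo of litter 810 had the lowest value of both. Each has a close X-linked paralog, Kdm5c and Kdm6a, with which it can share reads. Among the X inactivation genes, Rlim, which encodes a ubiquitin ligase that activates Xist, was at 26.5 and 63.2 in the Rbpj-/- embryos of litter 808, 65.6 in that of litter 810 and 119 to 174 in the controls, and fell between littermates (log2 fold change −1.80, standard error 0.38), but did not pass limma with the length trend removed (log2 fold change −1.19, standard error 0.37, adjusted p = 0.0770). Of 4 X inactivation genes measured it was the one that passed between littermates, and none passed over all 6 embryos by limma (1 lower at an unadjusted p under 0.05, 1 when adjusted over the list alone, none by edgeR and 1 by DESeq2). Of 2 Y-linked genes measured, none passed by limma in either comparison, by edgeR or by DESeq2, and none had an unadjusted p under 0.05 over all 6 embryos.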

Changes in gene expression were considered significant if associated to Benjamini and Hochberg adjusted p-value<0.05.

RBPJ binding motifs were located according to the consensus motif from CIS-BP database (M6499_1.02 motif) using FIMO (Grant et al., 2011). Association of RBPJ motifs to DEG was performed using BEDTOOLS (Quinlan and Hall, 2010) using a 10 Kb window surrounding the transcriptional start site of genes. ATAC-seq data from 8-cell stage embryos (Wu et al., 2016) was mapped to the GRCm38 assembly and integrated with the coordinates of RBPJ motifs previously detailed.

Sequencing data have been deposited at GEO under accession number GSE121979.

### Transient transgenic assay

For the generation of transient transgenics, F1 (C57Bl/6 x CBA) females were superovulated to obtain fertilized oocytes as described (Behringer et al., 2014). Each construct was microinjected into the pronucleus of fertilized oocytes at E0.5 at a concentration of 2 ng/μl. Microinjected oocytes were cultured in microdrops of M16 medium (Sigma) covered with mineral oil (NidOil, EMB) at 37°C, 5% CO_2_ until the morula stage.

Each fragment to be tested was amplified from mouse genomic DNA using NEBuilder HiFi DNA Assembly kit (New England Biolabs) and cloned into a modified pBluescript vector (Yee and Rigby, 1993) containing a H2BmRFP reporter gene under the control of the human beta-globin minimal promoter and including an SV40 polyadenylation signal. Primers for amplifying and cloning the 700 bp Tle4-up region are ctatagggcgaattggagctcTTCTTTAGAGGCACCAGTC and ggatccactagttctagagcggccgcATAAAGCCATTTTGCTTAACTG. Primers to amplify and clone the 600 bp Tbx3-i7 region are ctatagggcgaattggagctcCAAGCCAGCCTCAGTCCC and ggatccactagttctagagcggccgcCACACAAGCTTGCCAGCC. Lower case indicates sequence annealing to the plasmid and capital letters indicates sequence annealing to the genome. Constructs were linearized and plasmid sequences removed before microinjection. For H2BmRFP detection, embryos were fixed in 4% paraformaldehyde for 10 min at room temperature and immunostained. Any embryo showing at least one cell expressing the reporter was scored as positive. Due to mosaicism and variability in the amount of transgene present per cell, signal intensity of the reporter cannot be used as a reliable measure of enhancer activity in these assays. When using an empty vector containing only the minimal promoter and the reporter as a negative control, we routinely obtained H2BmRFP expression in approximately 10% of embryos (Rayon et al., 2014).

### Mutagenesis

Mutated version of Tle4-up (Tle4-up mut^RBPJ^) was generated by site-directed mutagenesis (Mutagenex Inc), changing the TGTGGGAAA binding motif to TGTccGAAA. Mutated version of Tbx3-i7 (Tbx3-i7 mut^RBPJ^) was generated using QuickChange II XL Site-Directed Mutagenesis Kit (Agilent Technologies) changing CGTGGGAAA to CGTccGAAA. Lower case indicates the altered residues. Changes that abolish RBPJ binding were based on previously described mutated versions of the binding site (Tun et al., 1994).

### CRISPR/Cas9 genome editing

Two guide-RNAs at 60 ng/µl were incubated with tracRNA (Sigma) at 240 ng/µl for 5 min at 95°C. The hybridised gRNAs were then incubated with the Cas9 protein (PNA bio) at 30 ng/µl for 15 min at RT and microinjected into the pronuclei of (CBAxC57) F1 zygotes. sgRNAs were designed using the CRISPOR tool (http://crispor.tefor.net/) (Haeussler et al., 2016). The following guide RNAs were used: *Tle4*, TTAGCCTGCACTTCGAGTTA and CCCAATTCAAGGCGTTCTGT; *Tbx3*, TAACCCTTTAGAGATAGGCT and TACCAGAGAGGTTTCCTACT. Embryos were recovered at E2.5 and lysed in 50 µl extraction buffer from the Arcturus PicoPure RNA Isolation Kit (Applied Biosystems). Aliquots of 10 µl were used for DNA extraction for PCR genotyping. Mosaic embryos were those where we detected both the deleted and the wildtype allele. The remaining 40 µl were used for RNA extraction for RT-qPCR. To characterize the deletions generated, after PCR genotyping deleted bands of some embryos were gel purified, cloned and sequenced.

### Cell culture

iChr-Notch-Mosaic ES cells were generated by Rui Benedito at CNIC and have been tested negative for *Mycoplasma* by the CNIC Cell Culture Facility. Cells were cultured in standard ESC media (DMEM, Gibco) supplemented with 15% foetal bovine serum (HyClone), 1% Glutamine, 1% NEAA (Hyclone), 0.1% ß-mercaptoethanol (Sigma) and LIF (produced in-house) or 2i (CHIR-99021, Selleckchem; and PD0325901, Axon) in dishes seeded with a feeder layer of mouse embryonic fibroblasts (MEFs). Cells were transfected with a *Cre* expressing plasmid to induce recombination using Lipofectamine 2000 (Invitrogen) for 24 hr. After recombination, cells were sorted using a Becton Dickinson FACS Aria Cell Sorter. To promote spontaneous differentiation, cells were cultured on gelatine-covered dishes for 48–72 hr after LIF or 2i + LIF removal in DMEM (Gibco) supplemented with 20% serum, 1% Glutamine and 0.1% ß-mercaptoethanol (Sigma).

### Statistics

Statistical analyses were performed with GraphPad Prism seven or R studio. Data are presented as means ± s.d. or means ± s.e.m. as indicted in each case. Differences were considered statistically significant at p-value<0.05. Tests used to calculate p-value are detailed in the figure legends. Student’s t-test was used to compare two groups. ANOVA with Fisher or Bonferroni post-test was used to compare several groups. Fisher’s exact test was used to compare distributions.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE121979. The following dataset was generated: MencheroS2018Transitions in cell potency during early mouse development are driven by NotchNCBI Gene Expression OmnibusGSE12197910.7554/eLife.42930PMC648615230958266 The following previously published datasets were used: MubeenGoolamAntonioScialdoneSarahJ L GrahamIainC MacaulayAgnieszkaJedrusikAnnaHupalowskaThierryVoet2016Single-cell RNA-seq of blastomeres from 2- to 32-cell stage mouse embryosArray ExpressE-MTAB-3321 XieW2016The landscape of accessible chromatin in mammalian pre-implantation embryosNCBI Gene Expression OmnibusGSE66390

## Additional files

Supplementary file 1. Primers used in this study.

Transparent reporting form

# Supplementary material for: Transitions in cell potency during early mouse development are driven by Notch
**Source:** eLife. 2019 Apr 8;8:e42930. doi: 10.7554/eLife.42930
**Supplement:** Supplementary file 1.

| Gene | Primer F | Primer R |
| --- | --- | --- |
| *Actin* | CAGAAGGAGATTACTGCTCTGGCT | TACTCCTGCTTGCTGATCCACATC |
| *18S rRNA* | GCAATTATTCCCCATGAACG | GGCCTCACTAAACCATCCAA |
| *Cdx2* | TCAACCTCGCCACAACCTTCCC | TGGCTCAGCCTGGGATTGCT |
| *Gata3* | GGGTTCGGATGTAAGTCGAG | CCACAGTGGGGTAGAGGTTG |
| *Oct4* | ATCAGCTTGGGCTAGAGAAGGATG | AAAGGTGTCCCTGTAGCCTCATAC |
| *Nanog* | CTTACAAGGGTCTGCTACTGAGATGC | TGCTTCCTGGCAAGGACCTT |
| *Tle4* | CTGGACAGGTGGTTTGGACAA | GAGGTGAAGTCATGTTGCTGC |
| *Tbx3* | TGAGGTGCTCTGGACTGGAT | ACCATCCACCGAGAGTTGTG |
| *Prdm14* | CAACCTTGGAAACTGGCAGC | AAGCATCAAGAGGGGCCATC |
| *Dppa3* | GACCCAATGAAGGACCCTGAA | GCTTGACACCGGGGTTTAG |
| *Esrrb* | GGACACACTGCTTTGAAGCA | ACAGATGTCTCTCATCTGGC |
| *Fgf5* | AAGTAGCGCGACGTTTTCTTC | CTGGAAACTGCTATGTTCCGAG |
| *Pou3f1* | TCGAGGTGGGTGTCAAAGG | GGCGCATAAACGTCGTCCA |
| *Otx2* | TATCTAAAGCAACCGCCTTACG | AAGTCCATACCCGAAGTGGTC |
| *Eomes* | TTCACCTTCTCAGAGACACAGTTCAT | GAGTTAACCTGTCATTTTCTGAAGCC |
| *Gata6* | TCATTACCTGTGCAATGCATGCGG | ACGCCATAAGGTAGTGGTTGTGGT |

How the deposited data were processed for this re-analysis (not part of the article)

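RNA from 6 single mouse morulae at embryonic day 2.5 was analysed, 3 Rbpj-/- embryos (2 of litter 808 and 1 of litter 810) and 3 controls of litter 808 (2 wildtype and 1 heterozygote), each as 1 library made with the SMART-Seq Ultra Low Input kit. The signal values in the deposited table are counts per gene that the authors obtained with RSEM against the GRCm38 transcriptome and normalised with the TMM method of edgeR, as CPM. The submitters' processing notes add CASAVA 1.8.2 and cutadapt 1.3, and give RSEM 1.2.3, another release than the one in the paper's methods. The kit amplifies polyadenylated RNA and does not keep strand, so that overlapping genes on opposite strands and near-identical copies share reads. The table holds 12125 genes, of which 113 could not be given a name, and the filter behind it is not given in the sources used here.

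Each column was a whole number of reads times a step of 0.0670 to 0.363, with 100% of values within 0.01 of a whole read, which gave 2962425 to 14585313 reads per embryo. The limit of 3 reads corresponds to a value of 0.201 to 1.09, and covers counting error only. Values were compared as log2(value + 1) with limma 3.58.1 in R 4.3.3 (a variance trend, empirical Bayes moderation, two-sided tests, Benjamini-Hochberg adjustment, threshold 0.05) over the 12099 genes with a value above 1 in at least 3 embryos. The design held genotype only, because the paper names no covariate. The fold changes of its table, compared after the values were seen, were nonetheless closest to those of a fit with litter. Single embryos are the replicates. The p-values of the littermate comparison rest on 2 mutant and 3 control embryos of a single litter. The paper tested differential expression with edgeR on the counts. Because the table holds normalised values, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 were run here on the recovered reads, as alternatives.

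The alternatives were pseudocounts of 0.1 and 5, no filter, a mean value of at least 10, no variance trend, median of ratios scaling, quantile normalisation, array weights, edgeR, DESeq2, litter as a covariate, leaving out the heterozygote and leaving out each embryo. After the data were seen, edgeR's quasi-likelihood and likelihood ratio tests with litter, reads thinned to 2962425 with litter (10 draws), removal of a loess trend (span 0.5) with transcript length in each embryo with litter, quantile normalisation with litter, tests of the gene lists without the genes the paper names, and the ratio of Prdm14 reads without each embryo were added. The genes named were every gene the paper names for this experiment, whose values in its tables had been seen, Rbpj, up to 4 members of each list with the smallest p, and the 10 lower and 10 higher genes with the largest fold change among called genes with a mean of at least 10 and all mutants on one side of all controls, without genes whose symbols mark them as predicted genes or pseudogenes (Gm and digits, an ending in Rik, or -ps). No gene met the last rule by limma over all 6 embryos, so it was applied to the littermate comparison.

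The 27 gene lists covered trophectoderm, naïve and general pluripotency, primitive endoderm, Notch components and targets, the Hippo pathway, chromatin modifiers, the paper's lineage and chromatin genes and those it lists as repressed by PRDM14, maternal, 2-cell, compaction, cell cycle, p53, cumulus, oviduct, blood, Y-linked, X inactivation, X-linked chromatin, ribosomal, mitochondrial ribosomal, proteasome, oxidative phosphorylation and spliceosome genes. Each was tested with camera (preset correlation 0.01, and an estimated one) and with fry in its directional and mixed forms. Camera sets the genes of a list against other genes, whereas fry asks whether the genes of a list changed at all. The median of each list was set beside those of 10000 random lists matched on transcript length (10 bins) and mean expression (5 bins), except for the cumulus, Y-linked and X inactivation lists, which had fewer than 5 members with an annotated transcript. Genes of the list itself were not kept out of the random draws, and each random gene was drawn independently. Names were in the table, and coordinates and transcript lengths came from GENCODE mouse release 21 for GRCm38, which held 12019 of the genes. Not every member of a list is reported here by name. The steps were tested on simulated counts with 200 changed genes.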

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

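The tests of Rbpj and of the length trend in the embryo of litter 810, the count of controls in that litter, the percentile of the chromatin modifiers that the paper does not name, and the fits after thinning or length correction with litter as a covariate were chosen after the results were seen.

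Genes of 4 groups that the paper does not discuss had higher values in Rbpj-/- embryos, and they are given here because this is a signal outside the genes it analysed. The median log2 fold change over all 6 embryos was 0.57 for 83 cytosolic ribosomal protein genes, 0.69 for 77 mitochondrial ribosomal protein genes, 0.63 for 46 proteasome subunit genes and 0.74 for 89 oxidative phosphorylation genes, with 79, 74, 41 and 84 of them above 0. Limma called 0 of them over all 6 embryos, at 12, 24, 15 and 36 higher and none lower at an unadjusted p under 0.05. None passed when adjusted over each list alone, edgeR called none, and DESeq2 called 2, 4, 4 and 12 higher. Between littermates 47, 26, 21 and 45 rose, and 2 proteasome genes fell. With a trend in transcript length removed, 4, 17, 4 and 8 rose, and 1 cytosolic ribosomal and 2 proteasome genes fell. In the embryo of litter 810 the medians were 0.04, 0.22, 0.25 and 0.20. Camera called the 4 lists higher with the preset correlation and none with an estimated one (p = 0.237, 0.128, 0.100 and 0.126 with an estimated correlation, unadjusted). Among 10000 random lists matched on transcript length and mean expression, the medians of the genes with an annotated transcript lay at percentiles 56.9, 100, 99.97 and 100. The random lists could draw genes of the list itself, which can pull a percentile toward the middle. They do not carry any shared variation of the list's genes, so the percentiles are not p-values.

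Over all 6 embryos DESeq2 called 231 genes lower and 129 higher, and limma with array weights 1164 lower and 400 higher. Limma without weights called 0 over all 6 embryos, but 2074 in the littermate comparison, from which the embryo of litter 810 is absent. Depth is argued against as the source of the latter, because with the reads of every library thinned to the lowest total of 2962425 it still called a median of 2070.5 genes (1990 to 2114 over 10 draws), and a wrong genotype of the embryo of litter 810 is argued against by its Rbpj value of 1.32, below the lowest control at 37.0, although the genotypes were themselves assigned from Rbpj. The 6 embryos have 10 splits into 3 and 3, too few for a share under 0.05, and the real split called 0 genes and the highest other split 0. A difference between the litters or their handling cannot be told apart from a difference between mutant embryos, since litter 810 has 0 control embryos in the table. A response to the loss of Rbpj that varies between embryos or litters stays open and was not tested.

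In both Rbpj-/- embryos of litter 808, genes with long transcripts were lower and those with short transcripts higher. Read number alone is argued against, because controls thinned to the shallowest depth had a lowest rho of −0.0780 with transcript length, against −0.384 in the mutant with the weaker trend. Thinning takes reads at the same rate from every gene, so it does not test what made these libraries shallow. In litter 808 both mutant libraries had fewer reads (2962425 and 4330126) than every control (12690030 to 14585313). Loss of long cDNA in isolation or amplification is a candidate explanation, since the partial rho with spliced length given genomic span was −0.294 and −0.301 and that with span given length −0.0377 and −0.000212. The loss of Rbpj itself cannot be told apart from it, because the embryo of litter 810 had a rho of −0.147, between the lowest control and the other 2 mutants. With the median transcript of a gene its rho was −0.0714, close to the lowest control at −0.0573, against −0.255 and −0.220 in the other mutants. With the trend removed, 804 genes fell and 347 rose between littermates, and 29 of the 54 genes the paper names passed instead of 49. The median log2 fold change went from −1.81 to −1.28 for the chromatin modifiers of the paper's figure and from −2.39 to −1.88 for its lineage genes.

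Chromatin modifier families were lower in the Rbpj-/- embryos of litter 808, with a median log2 fold change between littermates of −1.24 over the 94 genes with an annotated transcript, but the list holds 28 genes that the paper named from these embryos. Over the 66 others with an annotated transcript the median was −0.75, at percentile 7.07 of random lists matched on transcript length and mean expression, 95% of which had medians between −0.84 and −0.18. Transcript length cannot be told apart from a change in this group beyond it, because the full list holds genes picked for their change and the shorter one lacks 25 of the 39 that fell. In the embryo of litter 810 the median of the same 66 (−0.33, percentile 1.15) was below the range of 95% of the matched lists (−0.29 to 0.09). No control embryo was set against matched lists, so that this single embryo does not decide the question. With the trend in length removed, 17 of the 95 fell, 4 of them not named by the paper, and 0 rose. The median between littermates of the 94 with an annotated transcript was then −0.76, the genes that the paper named among them. The loss of Rbpj, another difference between these embryos and their littermates, and the amplification stay open as well, and with an estimated correlation the families did not pass between littermates (adjusted p = 0.0950 with an estimated correlation).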

How the results depend on the processing

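The fits that combine litter with edgeR, thinning, length correction or quantile normalisation, and the lists without the genes the paper names, were chosen after the data were seen, and the others before. With 3 embryos against 3, and 1 of the mutants alone in its litter, the count of called genes rests on that embryo. Genes with fewer than 3 reads cannot be told from absence, a value of 1.09 in the shallowest library. On simulated data with 100 genes changed by 2 and 100 by 3 on the log2 scale, limma over all 6 embryos recovered 53% and 76%. Thus 3 embryos against 3 can pass large changes that all mutants share. The simulated mutants changed alike, smaller changes were not simulated, and the spread was estimated with litter in the model. These settings are more favourable than the data, so the simulation does not tell what sets the count of 0. No paired analysis was possible because the embryos carry no pairing between the groups. The search for RBPJ motifs near called genes was not run, since no genome sequence was used here. The share of called genes that were lower has no value for limma over all 6 embryos, where it called 0.

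Limma called 0 genes over all 6 embryos and also with a pseudocount of 0.1 or 5, no filter, a mean value of at least 10, no variance trend, median of ratios scaling and quantile normalisation, as did edgeR's quasi-likelihood test. Array weights called 1164 lower and 400 higher (1345 with a fold over 2), DESeq2 231 lower and 129 higher (337 with a fold over 2) and the littermate comparison 1366 lower and 708 higher (1786 with a fold over 2). Without the heterozygote there were 3 higher, each with a fold over 2 (3 in all). They were Sp110, Gm16026 and ENSMUSG00000079808, below 1 in both wildtype embryos. The heterozygote had them at 177, 121 and 190, within the range of the mutants, so that these calls rest on leaving it out. Leaving out each embryo in turn gave 2 to 1357 lower, 3 to 721 higher and 2 to 1785 with a fold over 2 where any passed, the highest without the embryo of litter 810 and the 2 lower genes (Gm3139 and ENSMUSG00000095666) without a mutant of litter 808. Between littermates, edgeR's quasi-likelihood test called 962 lower and 575 higher (1361 with a fold over 2), its likelihood ratio test 1621 lower and 848 higher (2195 with a fold over 2), limma after thinning 1299 lower and 781 higher (1801 with a fold over 2), with the length trend removed 804 lower and 347 higher (1022 with a fold over 2) and after quantile normalisation 953 lower and 664 higher (1407 with a fold over 2). For the settings other than those that drop embryos, reads or the trend, the cause was not tested.

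The 54 genes that the paper names kept their direction in each of the 23 alternatives in which they were tested (a mean value of at least 10 left 50 of them). By limma none passed over all 6 embryos and 49 passed between littermates. Over all 6 embryos 45 passed with array weights and 14 with DESeq2. The relation of the fold change to transcript length went from −0.426 with the longest to −0.254 with the median transcript of a gene.

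Of 27 lists, 13 passed camera over all 6 embryos and 10 to 14 in the alternatives, all at the preset correlation of 0.01. Among the 13 are the chromatin and lineage genes of the paper's figure and those it lists as repressed by PRDM14. The paper chose these on the same embryos, so their calls are not independent evidence. With an estimated correlation none of the 27 passed over all 6 embryos (lowest camera adjusted p = 0.477 with an estimated correlation) or between littermates (0.0950). Fry's directional test passed none over all 6 embryos (lowest fry adjusted p = 0.177). Between littermates it passed, among others, trophectoderm genes (0.0219), the Hippo pathway (0.00476), chromatin modifier families (0.00273) and proteasome genes (0.00389). It did not pass naïve pluripotency genes (0.435), among others. Fry's mixed test passed naïve pluripotency (8.49e-06), maternal (0.000755) and chromatin modifier family genes (0.0224) over all 6 embryos. Of the 629 comparisons of a list with an alternative, 557 kept direction and side of the threshold. In what follows, medians are log2 fold changes and the ranges are those with each embryo left out in turn. Trophectoderm genes (−1.01 to −0.42) lost their call without the variance trend (−0.53, limma camera adjusted p = 0.0535), without either mutant of litter 808 and without 1 wildtype embryo. X-linked chromatin modifiers (−1.62 to −0.80) lost theirs with edgeR (−0.61), DESeq2 (−0.57) and without the shallowest mutant (−0.80), compaction and polarity genes (−0.97 to −0.45) without the same embryo (−0.45), and Notch pathway components with length trend and litter (−0.73). Without the genes the paper names, the calls of trophectoderm genes (−0.45), Notch components (−0.65), compaction and polarity genes (−0.55) and X-linked chromatin modifiers (−0.66) were lost as well, in shorter lists. General pluripotency genes gained a call with length trend and litter (−0.74), X inactivation genes (−1.73 to 0.0282) without the other mutant of litter 808 (−1.73), and spliceosome genes (0.11 to 0.44) with array weights (0.35), litter or without the embryo of litter 810 (0.44 in each), edgeR with litter (0.44 in both tests) and thinning with litter (0.47). The cause was not tested.

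The median of 11 lists changed sign in 51 of these comparisons, and none passed camera in either setting of such a pair, so that no direction is read from them. Naïve pluripotency genes (−0.0699 over all 6 embryos, −0.21 to 0.10 with 1 left out) were at 0.0954 with quantile normalisation, 0.0498 without the heterozygote, 0.0183 with thinning and litter and 0.31 with quantile normalisation and litter. With 1 embryo left out, canonical Notch targets were at −1.34 to 0.23. Genome activation genes of the 2-cell stage (−0.39 to 0.70) were at −0.31 with length trend and litter. Cell cycle genes (−0.26 to 0.00198) were at 0.000644 with median of ratios scaling and 0.00315 with DESeq2. The p53 and stress genes (−0.37 to 0.15) were at 0.16 with quantile normalisation, 0.0168 with edgeR, 0.0692 with DESeq2 and 0.0130 without the heterozygote. Cumulus and granulosa cell markers (−0.22 to 1.1996) were at −0.0301 with array weights. Oviduct markers (−0.57 to 0.68) were at −0.49 with a pseudocount of 0.1, −0.46 at a mean value of at least 10, −0.92 with array weights, −0.57 with litter, −0.10 without the heterozygote, −0.62 and −0.61 in the edgeR tests with litter, −0.47 with thinning, −0.83 with length trend and −0.26 with quantile normalisation, each with litter. Blood markers (−2.37 to 1.62) were at 0.0203 with a pseudocount of 0.1, 0.0993 with quantile normalisation, 0.40 with edgeR, 0.41 with DESeq2 and 0.65 without the heterozygote. Y-linked genes (−0.20 to 0.77) were at −0.0646 at a mean value of at least 10. General pluripotency genes were at 0.30 without the genes the paper names. X inactivation genes changed sign without the shallowest mutant (0.0282). The cause was not tested.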

Differences from the paper's values

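The comparisons with edgeR and litter, thinning, length correction or quantile normalisation with litter were chosen after the values were seen. The paper reports 2028 differentially expressed genes at an adjusted p under 0.05, with a fold over 2 as well in Fig. 5A. Its table of differential expression, Figure 5—source data 1, has 2310 rows, so that which threshold the paper's count belongs to is not settled here. In the rows used here the fold changes of that table match the 2 mutants of litter 808 against the controls. A count over all 6 embryos is thus not the like counterpart of the paper's count. Here limma called 0 over all 6 embryos at either threshold, with 1377 lower and 608 higher at an unadjusted p under 0.05, 0 by edgeR's quasi-likelihood test and 360 by DESeq2. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's at the adjusted p alone with litter as a covariate (2074), without the embryo of litter 810 (2078) and with array weights (1564), and with a fold over 2 in the first pair (1786 and 1785), while array weights (1345) and all others differed at that threshold. The counts within that range were also within 1.5 times the number of rows of the paper's table. Of the settings chosen after seeing the values, the likelihood ratio test of edgeR with litter called 2469 genes (2195 with a fold over 2) and left out 5 of the 54 genes the paper names, and its quasi-likelihood test called 1537 (1361) and left out 18. Thinning with litter called 2080 (1801) and left out 5, and quantile normalisation with litter 1617 (1407) and left out 14.

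The fold changes of the paper's table are closest to those of the 2 mutants of litter 808 against the controls, whereas the values here are over all 6 embryos, so that the groups of embryos differ. For Prdm14 the paper's log2 fold change is 7.13 and the value here 2.79 on the log2(value + 1) scale. Of the alternatives set before the data were examined, edgeR on the recovered reads (7.56) did not differ and all others did, litter as a covariate among them (2.40). For Kdm1b the paper's value is −4.13 and the value here −2.20, and for Tet3 −4.73 and −1.95. Both differed in all of these alternatives except a pseudocount of 0.1 (−3.44 and −3.24), litter as a covariate or leaving out the embryo of litter 810 (−3.15 and −3.22 in each), and for Kdm1b also array weights (−3.20). For Hdac5 the paper's value is −4.06 and the value here −1.49, which differed in all of these alternatives, also with litter as a covariate (−2.42). Of the settings chosen after seeing the values, the quasi-likelihood test of edgeR with litter gave 6.95 for Prdm14, −4.12 for Kdm1b, −4.71 for Tet3 and −4.04 for Hdac5 and its likelihood ratio test 6.95, −4.12, −4.72 and −4.05, each within the SD of the embryos from the paper's value, and they left out 18 and 5 of the 54 genes the paper names. Thinning with litter, also chosen after seeing the values and leaving out 5 of the 54, reached it for Kdm1b (−3.04) and Tet3 (−3.27), and quantile normalisation with litter, which left out 14, for Kdm1b (−2.86).

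The paper calls all the genes it names. Here, over all 6 embryos, limma and edgeR's quasi-likelihood test passed none of the 54, DESeq2 passed 14 and limma with array weights 45. The littermate comparison passed 49, all but Fgfr1, Lrp2, Myc, Hdac5 and Kmt2d. Fgfr1, Lrp2 and Kmt2d passed with array weights (limma adjusted p = 0.0302, 0.0264 and 0.0271), and Kmt2d also with DESeq2 (0.0212) and without the embryo of litter 810 (0.0400). In settings chosen after seeing the values, Hdac5 and Kmt2d passed in the likelihood ratio test of edgeR with litter (adjusted p = 0.0271 and 0.0208), Lrp2 after thinning with litter (limma adjusted p = 0.0497) and Myc with the length trend removed (limma adjusted p = 0.0449), which left out 5, 5 and 25 of the 54. Over all alternatives the highest adjusted p was 0.602 for Fgfr1, 0.620 for Lrp2, 0.530 for Kmt2d, 0.751 for Hdac5 and 0.750 for Myc.

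The first 1999 of the 2310 rows of Figure 5—source data 1 were used here. Their group means matched the means of all 3 embryos per group in the table for 1999 of 1999 genes (within 1%). Their fold changes differed by a median of 0.596 from the log2 ratio of those means, by 0.00410 from that of the 2 mutants of litter 808 and the controls, and by 0.000584 from edgeR with litter, the last chosen after seeing the values.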

Other observations

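No hypothesis is tested below, and the counts of genes listed near 0 in a pair of embryos, the fits with the length trend removed and the lists without the genes the paper names were chosen after the data were seen. Of 32 measured compaction and polarity genes, 12 fell between littermates and 3 rose (Cdc42, Myl12a and Myl12b). Cdh1 (E-cadherin) was at 72.6 and 72.0 in the Rbpj-/- embryos of litter 808, 319 in that of litter 810 and 339 to 444 in the controls, and Myh9, a non-muscle myosin heavy chain gene, at 3.63 and 6.88, 34.4 and 34.2 to 46.8. Among the others that fell were Cgn and Cldn4, which encode tight junction proteins, and Pard3, Pard6b and Llgl1, which encode polarity proteins. These are RNA values. By staining of protein, the paper saw E-cadherin and phospho-ERM unchanged in morulae of every Rbpj and Tead4 genotype it examined. Limma called 0 of the 32 over all 6 embryos (11 lower and 2 higher unadjusted, 4 lower when adjusted over the list alone, none by edgeR and 1 by DESeq2), and camera called the list lower (adjusted p = 0.0114) but not with an estimated correlation (adjusted p = 0.477 with an estimated correlation) nor without a Rbpj-/- embryo of litter 808 (adjusted p = 0.0851) nor without Cdh1 and Myh9, which the paper named from these embryos (adjusted p = 0.0549). With the length trend removed 8 fell and 1 rose. Of 24 Notch pathway components, 9 fell between littermates (Adam10, Dtx2, Itch, Jag2, Kdm1a, Mib1, Numb, Rfng and Spen) and none rose, and 1 fell and 1 rose with the length trend removed. The paper named Jag2, Mib1 and Rfng from these embryos, so that for them the count is not independent evidence, and without them camera did not call the list (adjusted p = 0.0706). Itch, a ubiquitin ligase of Notch, was at 90.7 and 141, 118 and 207 to 259 in the same groups. Over all 6 embryos limma called 0 of the 24 components (7 lower and none higher unadjusted, none when adjusted over the list alone, none by edgeR and 1 by DESeq2), and their median was −0.90 (camera adjusted p = 0.0114, and 0.477 with an estimated correlation). By embryo, the median difference from the controls was −1.28 in the shallowest mutant, −0.75 in the other of litter 808 and −0.45 in that of litter 810. Of 6 canonical Notch targets none passed in either comparison or with edgeR or DESeq2, and 1 was higher unadjusted, Hes1, at 131 and 71.8, 119 and 44.2 to 72.8.

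Of 37 cell cycle and replication genes, 8 fell between littermates (among them Mcm2, Mki67 and Top2a) and 5 rose (among them Pcna and Cdk1). Of 27 p53 and stress genes 6 fell (among them Mdm2 and Jun) and none rose, of 10 primitive endoderm genes 1 fell (Lamc1), and of 23 maternal oocyte transcripts 1 fell (Fbxw24) and 1 rose (Oog1). Of 58 spliceosome genes 9 fell and 18 rose, and of 11 genome activation genes of the 2-cell stage 1 rose (Tmem92). With the length trend removed, 4 cell cycle genes fell and 1 rose, 5 spliceosome genes fell and 6 rose, and 0 primitive endoderm and 0 genome activation genes passed. Of the markers of other cells from the surroundings of the embryo, 1 of cumulus and granulosa cells, 9 of oviduct epithelium and 7 of blood cells were measured, and none passed in either comparison. In the embryo of litter 810 the median log2 difference of the p53 and stress genes was 0.58, with 22 of 27 above 0, that of the oviduct markers 1.14 (8 of 9) and that of the blood markers 4.04 (5 of 7), at percentiles 99.79, 99.05 and 100 of matched random lists. Between littermates the blood markers had a median of −1.83, at percentile 0. No control embryo was set against matched lists. The haemoglobin genes of the blood list varied together, and among the controls alone Hba-a1 ranged from 1.35 to 1729. No difference by genotype is therefore read from these percentiles. Cdkn1a, a p53 target, was at 87.1 and 95.6 in the Rbpj-/- embryos of litter 808, 184 in that of litter 810 and 41.1 to 70.9 in the controls, and did not pass. Over all 6 embryos limma and edgeR called 0 genes of these lists, with 7 lower and 2 higher unadjusted for the cell cycle (2 lower by DESeq2), 1 and 2 for p53, 1 and 0 for primitive endoderm (1 lower by DESeq2), 1 and 1 for maternal transcripts, 8 and 6 for the spliceosome (1 higher by DESeq2), 0 and 2 for genome activation and 0 and 0 for each marker list. Adjusted over the list alone, 1 cell cycle gene and 1 maternal transcript were lower.

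The haemoglobin gene Hbb-bs was at 2455 in the Rbpj-/- embryo of litter 810, 1509 in a wildtype embryo and 418 in the heterozygote, and at 75.9, 18.4 and 1.42 in the others. The median log2 difference of 397 X-linked genes minus that of autosomal genes was −0.53 in the Rbpj-/- embryo of litter 808 with the lowest Xist value and −0.07 to 0.27 in the other embryos.

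There were 7 genes listed below 1 in both wildtype embryos and above 10 in the other 4 embryos, the heterozygote among them. They were Sp110, C130026I21Rik, Gm16026, Rps16-ps2, ENSMUSG00000079222, ENSMUSG00000079808 and ENSMUSG00000095672, chosen here after their values were seen. Sp110, C130026I21Rik and Gm16026 lie between 84992690 and 85598817 on chromosome 1 of GRCm38, so that they need not be separate observations. Sp110 was at 302 and 181 in the Rbpj-/- embryos of litter 808, 170.3 in that of litter 810, 177 in the heterozygote and 0.337 and 0 in the wildtype embryos. Of the 15 pairs of embryos, the 2 Rbpj-/- embryos of litter 808 shared 8 such genes (among them Lrch4, Elf4 and Sp6), the shallowest of them and the embryo of litter 810 shared 4, 1 pair of mutants and 1 pair of a mutant with a wildtype embryo shared 1 each, and the remaining pairs 0.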
